# ATRX guards against aberrant differentiation in mesenchymal progenitor cells

**DOI:** 10.1093/nar/gkae160

**Published:** 2024-03-13

**Authors:** Yan Fang, Douglas Barrows, Yakshi Dabas, Thomas S Carroll, Sam Singer, William D Tap, Benjamin A Nacev

## Abstract

Alterations in the tumor suppressor *ATRX* are recurrently observed in mesenchymal neoplasms. ATRX has multiple epigenetic functions including heterochromatin formation and maintenance and regulation of transcription through modulation of chromatin accessibility. Here, we show in murine mesenchymal progenitor cells (MPCs) that *Atrx* deficiency aberrantly activated mesenchymal differentiation programs. This includes adipogenic pathways where ATRX loss induced expression of adipogenic transcription factors and enhanced adipogenic differentiation in response to differentiation stimuli. These changes are linked to loss of heterochromatin near mesenchymal lineage genes together with increased chromatin accessibility and gains of active chromatin marks. We additionally observed depletion of H3K9me3 at transposable elements, which are derepressed including near mesenchymal genes where they could serve as regulatory elements. Finally, we demonstrated that loss of ATRX in a mesenchymal malignancy, undifferentiated pleomorphic sarcoma, results in similar epigenetic disruption and de-repression of transposable elements. Together, our results reveal a role for ATRX in maintaining epigenetic states and transcriptional repression in mesenchymal progenitors and tumor cells and in preventing aberrant differentiation in the progenitor context.

## Introduction

Alpha thalassemia/mental retardation syndrome X-linked (ATRX) belongs to the SWI/SNF family of ATP-dependent chromatin remodeling proteins (1). Germline mutations in ATRX cause cognitive impairment as part of the alpha-thalassemia (ATR-X) syndrome, which is accompanied by disturbances of DNA methylation (2), highlighting the function of ATRX in development (3). Somatic alterations in *ATRX* occur in cancers, such as sarcomas (4).

ATRX is an important epigenetic regulator, functioning as a chromatin remodeler and promoting the formation and maintenance of heterochromatin (5). For example, ATRX cooperates with the H3K9 methyltransferase SETDB1 to establish and maintain heterochromatin, including at retrotransposons (5). ATRX also binds to H3K9me3 via its ADD domain to directly target it to heterochromatin, which may be important for its role in maintaining H3K9me3 domains (5). ATRX also binds to DAXX, functioning as a histone chaperone depositing H3.3 into telomeric regions (6,7).

Loss of function genetic alterations in *ATRX* are highly recurrent in several cancers including gliomas, pancreatic neuroendocrine tumors, and multiple sarcoma subtypes (8,9). Within sarcomas, *ATRX* is altered in more than 10 percent of undifferentiated pleomorphic sarcoma, leiomyosarcoma, myxofibrosarcoma, perivascular epithelioid tumors, pleomorphic liposarcoma and angiosarcoma. In uterine leiomyosarcoma (ULMS), the frequency of *ATRX* alterations is approximately one third of cases (8). Consistent with these genetic studies, loss of ATRX expression occurs in 20–30% of undifferentiated pleomorphic sarcoma (UPS) and leiomyosarcomas (10,11). While the role of ATRX deficiency in the alternative lengthening of telomeres pathway is well described in sarcomas and other ATRX deficient cancers, the chromatin-specific consequences of ATRX loss are not fully understood in the context of disease mechanisms (12,13).

Sarcomas are mesenchymal neoplasms occurring in connective tissue such as fat, bone, cartilage and muscle (14). It has been proposed that sarcomagenesis occurs, at least in part, through aberrant differentiation of mesenchymal progenitor cells (MPCs), which has been modeled by introducing sarcoma-relevant driver alterations into MPCs (15–19). MPCs are multipotent cells that are able to self-renew and undergo differentiation (20) making them well-suited to study perturbations in epigenetic states, which are a key determinants of cell fate and lineage commitment (21–26). For example, sarcoma-associated mutations in histone genes, which alter histone posttranslational modifications, are sufficient to induce sarcomagenesis when expressed in MPCs (27,28). Given the high frequency of *ATRX* alterations in soft tissue sarcoma, we sought to investigate the effect of ATRX deficiency on chromatin and chromatin-dependent processes in the mesenchymal context.

Our findings demonstrate that deletion of ATRX leads to abnormal differentiation in MPCs, which is associated with perturbations in the profiles of histone post-translational modifications and chromatin accessibility in specific regions, and accompanied by the activation of transposable elements. Similar epigenetic effects were observed in an ATRX deficiency patient-derived sarcoma cell compared to a wildtype isogenic control. Our results suggest an important role for the epigenetic regulatory functions of ATRX in the mesenchymal lineage.

## Materials and methods

### Cell culture

C3H/10T1/2 (CCL-226) cells (MPCs) were obtained from ATCC. Except where otherwise stated for specific experiments, cells were cultured in DMEM (Corning, 10-013-CV) plus 10% FBS (ATLANTA biologicals, S11150, heat inactive) with 1% penicillin/streptomycin (Gibco, 15140-122) at 37°C culture condition with 5% CO_2_. The parental cell line was tested for mycoplasma and authenticated by ATCC. The undifferentiated pleomorphic sarcoma cell line (UPS, 3672–3) was developed in the Singer lab (*TP53* deficient with retained RB1 expression) (29). The cells were cultured in DMEM:F12 (1:1) (Gibco, 11330-032) plus 10% FBS (ATLANTA biologicals, S11150) and l-glutamine (Gibco, 25030-081) with 1% penicillin/streptomycin (Gibco, 15140-122) at 37°C with 5% CO_2_. The parental cell line was tested for mycoplasma.

### CRISPR-Cas9 cloning

The vector for CRISPR-cas9 pSpCas9(BB)-2A-GFP (PX458) (Addgene, #48138) was obtained from Addgene. Mouse *Atrx* sgRNAs were designed using Benchling (https://www.benchling.com/). Target sequences: sg5: 5′ TGGCCGTAAAAGTTCTGGGG-3′, sg6: 5′-CTACTGGACTTGGTGACTGC-3′. The human *ATRX* sgRNA was designed using Benchling; Target sequence: sg1: 5′ ACTATGCAGAGCTTGCCAAA-3′. The control group was generated using an empty vector without sgRNA but carrying Cas9. The vector was digested by Bbsl (NEB, R0539S) and dephosphorylated by calf intestinal alkaline phosphatase (NEB, M0290). The oligos were annealed with T4 ligation buffer (NEB, B0202S) with T4 PNK (NEB, M0201L) enzyme. The ligation step was performed using Quickligation buffer (NEB, B2200S) and Quick Ligase (NEB, M2200L). The ligation products were expressed in Stbl3 competent cells (Thermofisher, C737303).

### Transient transfection

Two micrograms of plasmid products carrying sgRNAs with Cas9 were transfected using Lipo2000 (Thermofisher, 11668019) into 0.7 × 10^4^ MPCs cells or 1 × 10^5^ UPS cells. The transfection procedure was according to the manufacturer's instructions. Cells were harvested 48 h after transfection for sorting and sorted into 96 well plates using BD FACSAria II Cell Sorter based on GFP signal.

### Proliferation assay

Fifty *Atrx* WT and *Atrx* KO cells were grown per well in 96-well plates (Costar, 3917) for 5 days. Proliferation was evaluated using the CellTiter-Glo Luminescent Cell Viability Assay kit (Promega, G7572), following the manufacturer's instruction. The luminescence was read immediately in 96-well plate reader (BioTek, Synergy hybrid H4 Reader).

### Colony formation

100 C3H/10T1/2 cells (WT and KO clones) were seeded in 10 cm dishes, cultured in α-MEM (Corning, 10-009-CV) with 20% FBS (ATLANTA biologicals, S11150), with 1% penicillin/streptomycin (Gibco, 15140–122). Cultures were incubated at 37-degree Celsius with 5% CO_2_ for 10–14 days. When visible colonies formed, colonies were washed once with PBS. Cells were stained with 0.5% crystal violet (SIGMA-ALDRICH, C3886) in 4% formaldehyde (Fisher chemical, F79-500) for 1 h at RT. After removing the staining buffer, cells were washed with ddH_2_O for 3–5 min to remove the background staining and then digitally imaged (Epson Perfection V800 photo). Colonies were manually counted. A group of cells had to contain at least 50 cells to be considered a colony.

### Adipogenic differentiation

C3H/10T1/2 were differentiated into mature adipocytes following treatment with insulin, dexamethasone, troglitazone, and methylisobutylxanthine per an established protocol (30). 1 × 10^5^ C3H/10T1/2 were seeded in 24-well plates such they were fully confluent. Adipocyte differentiation medium (30) consisting of DMEM (Corning, 10-013-CV) with 10% heat inactive FBS (ATLANTA biologicals, S11150), 0.5 mM isobutyl methylxanthine (Sigma, I7018), 1 μM dexamethasone (sigma, D4902), 5 μg/ml insulin (Sigma, I9278), 5 μM troglitazone (Sigma, T2573) was used to replace the media the following day. After 2 days, the media was changed every 2 days with insulin and FBS the only additive to the DMEM. Differentiation was assessed by Oil Red O after day 7.

### Oil Red O staining

Oil Red O staining was performed as previously described (30). 0.5% w/v Oil Red O stock (Sigma, O0625) in 100% isopropanol (Fisher chemical, A416SK-4) was prepared fresh. A working solution was prepared by mixing contained 6 ml of stock solution and 4 ml of H_2_O, followed by filtering (0.45 μM, Pall Corporation syringe filter, PN-4614) to remove precipitate. Cells were washed by PBS. Cells were fixed with 4% formaldehyde in PBS for 2 min at room temperature, followed by washing with H_2_O. Next, 220 μl Oil Red O working solution was added to the wells and incubated cells for 1 h at room temperature. Then cells were washed twice with 0.5% isopropanol to remove background staining. Plates were digitally imaged (Epson Perfection V800 photo) before the Oil Red O was solubilized by adding 650 μl of 100% isopropanol to the stained cells, which were incubated for 20 min on a shaker. The eluate was transferred into a 96-well plate (Corning, 3361) and the absorbance measured at 500 nm with 96-well plate reader (BioTek, Synergy hybrid H4 Reader).

### Chondrocyte differentiation

C3H/10T1/2 were differentiated into chondrocyte following treatment with insulin, sodium selenite, transferrin, dexamethasone and rhBMP-2 as previous described (27). 1 × 10^5^ C3H/10T1/2 were seeded per well in 24-well plates such that they were fully confluent. Chondrocyte differentiation medium consisting of DMEM (Corning, 10-013-CV) with 1% heat inactive FBS (ATLANTA biologicals, S11150), 10 μg/ml insulin (Sigma, I9278), 0.03 μM Sodium Selenite (Sigma, S5261), 0.01 mg/ml Transferrin (Sigma, T8158), 10 nM Dexamethasone (Sigma, D4902), 0.1 μg/ml rhBMP-2 (Peprotech, 120-02) was used to replace the media the following day. After 2 days, the media was changed every 2 days. Alcian blue staining was performed after 9 days of differentiation.

### Alcian blue staining

Cells were washed by PBS twice and then fixed with 4% formaldehyde for 2 min at room temperature. Formaldehyde was removed and cells were washed with ddH_2_O. 1% Alcian blue 8GX (Sigma, 66011) was used to stain cells for 1h at room temperature. After staining, cells were washed with acetic acid twice and then quickly with ddH_2_O. The plate was air dried and then digitally imaged (Epson Perfection V800 photo). For quantification, 1% SDS was added to the well and the plate was placed on a shaker overnight at room temperature. One hundred microliters of the eluate was transferred to a well of a 96-well plate (Corning, 3361) and the absorbance was measured at 605 nm (BioTek, Synergy hybrid H4 Reader).

### Immunofluorescence

800 C3H/10T1/2 cells were seeded per well in a 96 well plate (glass bottom culture plates, MatTek, PBK96G-1.5-5-F) and kept at 37-degree Celcius for 24 h. Cells were fixed with 4% formaldehyde in PBS for 10 min at room temperature. Cells were permeabilized with 0.2% digitonin (EMD Millipore, 300410) in PBS (Corning, 21-040-CV) for 10 min at room temperature. Next, the cells were incubated in 3% BSA (in PBS, Sigma, #9418) for blocking for 1 h at room temperature followed by incubation in primary antibody (ATRX, Santa Cruz, sc-15408, 1:200) at 4°C overnight, followed by secondary antibody (1:600, Invitrogen, A32754) incubation at room temperature for 1 h. Cells were washed three times with PBS for 5 min followed by DAPI staining (2 μg/ml in PBS, Sigma, D9564) for 5 min at room temperature. Mounting media (Vectashield, H-1000) was added immediately after DAPI staining. Cells were imaged using Widefield Microscope CellDiscoverer7 (CD7) automated widefield high-throughput system (Zeiss). Images were processed with ImageJ software (http://rsb.info.nih.gov/ij/). For the ATRX antibody, the ImageJ Brightness/Contrast was set as 30/112. For DAPI, the Brightness/Contrast was set as 37/123. All images were processed with the same parameter settings for each antibody.

### Protein isolation and western blot

Cell pellets were lysed in lysis buffer NETN (20 mM Tris (pH 7.5), 1 mM EDTA, 150 mM NaCl, 0.5% NP-40, protease inhibitor tablet (Roche), 0.5 mM DTT). Samples were incubated in the cold room for 30 min followed centrifugation at 4°C with maximum speed for 10 min. The supernatant was collected and the concentration determined by BCA quantification (Pierce BCA protein Assay kit, Cat.23225, Thermo scientific) to allow normalization between samples for western blotting. Samples were mixed with Laemmli Sample Buffer (4×) (containing 1.0 M Tris-pH 6.8, 8% SDS, glycerol, β-mercaptoethanol (10%), bromophenol blue) for boiling at 100°C for 10 min. The samples were then separated by SDS-PAGE and analyzed by standard immunoblotting using running buffer from Invitrogen (NuPAGE™ Tris-acetate SDS running buffer (20×), LA0041) and transfer buffer from Thermofisher (NUPAGE transfer buffer, NP00061). The blotting processes was performed as previous described (27). Antibodies used for Western blot are the following: ATRX (Santa Cruz, sc-15408, 1:800), FABP4 (R&D, AF1443, 1:5000), C/EBPα (CST, #2295, 1:1000), PPARγ (CST, #2430), β-actin (Abcam, ab8224), GAPDH (Abcam, ab8245, 1:1000).

### Reverse transcriptase quantitative PCR (RT-qPCR)

For RT-qPCR, RNA was prepared with RNeasy Mini kits (Qiagen, 74104). The RNAs concentration was determined using a Nanodrop (Spectrophotometer, ND-1000). cDNA was prepared published procedures (27). qPCRs were performed using SYBR green PCR master mix (Applied Biosystems, 4367659). The detailed steps are following previous described (27). The endogenous control gene was 18S. The sequences of primers are as following: mouse-Etv1: F:5′-GTTTGTTCCAGACTATCAGGCTG-3′, R: 5′-GGGCTGTGGGGTTCTTTCTT-3′. mouse-18s: F:5′-GTAACCCGTTGAACCCCATT-3′, R: 5′-CCATCCAATCGGTAGTAGCG-3′. The statistical analysis was performed using a one-sample, two-sided *t-*test.

### UPS cell line drug treatment and dose–response calculations

2000 UPS cells were seeded in each well of a 96-well plates (Costar, 3917) and grown for 24 h. The media was replaced with fresh media containing different concentrations of tegavivint (Selleckchem, S0733) or vehicle (DMSO) and returned to the incubator for 72 h. Viability was then evaluated using the CellTiter-Glo Luminescent Cell Viability Assay kit (Promega, G7572), following the manufacturer's instruction. The luminescence was read immediately in a 96-well plate reader (BioTek, Synergy hybrid H4 Reader). The IC_50_ was calculated by GraphPad Prism 8.4.2 using curve fitting for log(inhibitor) versus response with variable slope (four parameters) with the bottom constraint set as 0.

### PolyA-RNA-seq and data analysis

Approximately 1 million C3H/10T1/2 cells or UPS cells were collected from 10 cm dishes. RNA extraction, polyA selection, library preparation, and RNA sequencing were performed at the MSKCC integrated Genomics Operation. An average of 30–40 million paired reads was generated per sample. We used the log_2_foldchange >1 or <–1 with *P*_adj_ <0.05 as the threshold for significant changed genes. Quality control of FASTQ files was performed using the Rfastp R Bioconductor package (v0.1.2). For 10T cells, full genome sequence and transcript coordinates for the mm10 UCSC genomes and gene models were retrieved from the R Bioconductor packages BSgenome.Mmusculus.UCSC.mm10 (v1.4.0) and TxDb.Mmusculus.UCSC.mm10.knownGene (v3.4.0), while for human UPS cells, the full genome sequence and transcript coordinates for the hg38 UCSC genomes and gene models were retrieved from the R Bioconductor packages BSgenome.Hsapiens.UCSC.hg38 (v1.4.1) and TxDb.Hsapiens.UCSC.hg38.knownGene (v3.4.0).Transcript abundance was determined from FASTQ files using Salmon (v0.8.1) (31), and transcript counts and TPM values were imported into R with the tximport R Bioconductor package (v1.8.0) (32). Differential gene expression was performed with the DESeq2 R Bioconductor package (v1.20.0) (33). For plots comparing the read counts of genes between samples, counts were normalized by dividing the raw read counts by the size factors for each sample as determined by DESeq2. To perform differential expression of TEs in the human and published mouse (GEO accession GSE167537) UPS poly-A selected RNA-seq datasets, the SQuIRE pipeline was used for alignment, counting, and calling of differential TE expression (v0.9.9.9a-beta: https://github.com/wyang17/SQuIRE).

### rRNA-depletion RNA-seq and data analysis

Approximately 1 million cells were collected from 10 cm dishes. RNA extraction, rRNA depletion, library preparation, and RNA sequencing were performed by Novogene. An average of 30 million paired reads was generated per sample. Quantification of rRNA-depleted RNAseq reads over individual TE loci was performed using either the SQuIRE pipeline (v0.9.9.9a-beta: https://github.com/wyang17/SQuIRE) (34) or TE local (v1.1.1: https://github.com/mhammell-laboratory/TElocal). The SQuIRE pipeline was used for alignment, counting, and calling of differential TEs. When using TElocal, reads were aligned with STAR (v2.27.10a) setting the ‘—winAnchorMultimapNmax’ and ‘—outFilterMultimapNmax’ arguments to 100 (35), followed by counting with the TElocal function and differential abundance calculated with DESeq2 (v1.32.0). Reads were aligned to the mm10 genome sequence from the BSgenome.Mmusculus.UCSC.mm10 R Bioconductor package (v1.4.0).

### CUT&RUN

0.5 million cells from each line were collected. The detailed protocol for CUT&RUN for histone marks (H3K4me3, H3K27ac, H3K9me3, H3K27me3) and H3.3 was followed as previous described (36) with the following modifications: final concentration of digitonin: 0.05%. Antibodies for CUT&RUN are following: H3.3 (Active Motif, 91191), H3K9me3 (Abcam, ab8898), H3K4me3 (Active Motif, 39159), H3K27me3 (Cell Signaling Technologies, #9733), H3K27ac (Active Motif, 39133), Rabbit IgG (Diagenode, C15410206). For ATRX CUT&RUN experiment, 1 million cells were fixed using 0.1% PFA in PBS for 1 minute at room temperature, followed by nuclei extraction with NE buffer (20 mM HEPES (pH7.9), 10 mM KCl, 0.1% Triton X-100, 20% Glycerol, 1 mM MnCl2, 1 × cOmplete Mini-Tablet (1 tablet), 0.5 mM spermidine) according to the protocol from EpiCypher (v2.0, https://www.epicypher.com/resources/protocols/cutana-cut-and-run-protocol/). The final concentration of digitonin buffer for ATRX CUT&RUN was 0.01%. For each sample, 2 μg ATRX antibody (Abcam, ab97508) was added. Libraries were prepared using the NEB Ultra II DNA library prep kit. Samples were PCR amplified for 14 cycles and pooled libraries were sequenced in the genomics core at the Rockefeller University.

### CUT&RUN alignment and differential peak analysis

Quality control of FASTQ files was performed using the Rfastp R Bioconductor package (v0.1.2). CUT&RUN reads were aligned using the Rsubread R Bioconductor package (v1.30.6), and predicted fragment lengths were calculated by the ChIPQC R Bioconductor package (v1.16.2) (37,38). For 10T cells, the full mm10 genome sequence was retrieved from the R Bioconductor package BSgenome.Mmusculus.UCSC.mm10 (v1.4.0), and for the human UPS cells the full hg38 genome sequence was retrieved from the R Bioconductor package BSgenome.Hsapiens.UCSC.hg38 (v1.4.1). Normalized, fragment-extended signal bigWigs were created using the rtracklayer R Bioconductor package (v1.40.6) (39). Range-based heatmaps showing signal over genomic regions were generated using the profileplyr R Bioconductor package (v1.8.1) (40). Any regions included in the ENCODE blacklisted regions of the genome were excluded from all region-specific analyses (41). Bedgraph files generated with the deepTools package (v3.5.1) (42) were used for peak calling with SEACR (v1.3) (43). The SEACR ‘stringent’ mode was used for H3K4me3, H3K27ac and ATRX and the ‘relaxed’ mode was used for H3K9me3 and H3.3. For all CUT&RUN samples, peaks were called using IgG as the control sample.

Differential enrichment of signal within peaks was performed by counting the overlap of reads over a high confidence consensus peak set. This was obtained by reducing all replicates within all conditions to one peak set, and then keeping the peaks that overlap at least two out of the three replicates for any condition. Reads overlapping these peaks were counted for each replicate using the summarizeOverlaps function from the GenomicAlignments R Bioconductor package (v1.28.0) (44). Differential peak enrichment between *Atrx* WT and *Atrx* KO replicates was then calculated using the DESeq2 R Bioconductor package (v1.32.0). To find differential enrichment in broad genomic regions for the H3K9me3 samples, reads were counted in 20 kb bins across the entire genome, and DESeq2 was used to find bins with enriched signal in the *Atrx* KO clones. Only bins in the top 10 percent in terms of read count were used for this analysis. The union of these differential bins and the differential SEACR peak regions was determined and used for downstream analysis of regions with enriched H3K9me3 signal in the *Atrx* KO clones.

Quantification of CUT&RUN signal over repeats at the individual locus and sub family level was performed with SQuIRE. The counts were transformed with rlog from the DESeq2 R Bioconductor package (v1.32.0), and these values were plotted on a heatmap using the ComplexHeatmap R Bioconductor package (v2.6.2) (45). To assess ARTX CUT&RUN signal in telomeres, FASTQ files were aligned to a DNA sequence of 150 conserved telomere repeats (TTAGGG) using the R Bioconductor package Rbowtie2 (v1.12.0) (46,47). The z-scores of the log2(reads per million) were plotted on a heatmap using the ComplexHeatmap R Bioconductor package.

For quantification of ATRX CUT&RUN signal over genes, genes were divided into groups based on their expression levels. TPM values from the *Atrx* WT RNAseq dataset were calculated by Salmon and were split into five quantiles. The genomic location of each gene was then retrieved from the R Bioconductor package TxDb.Mmusculus.UCSC.mm10.knownGene (v3.10.0). IgG normalized bigwig signal for the ATRX CUT&RUN samples was obtained using the deepTools (v3.5.1) ‘bigwigCompare’ function, with the ‘operation’ argument set to ‘log_2_’. Signal over the gene regions (separated by RNAseq quantile) was computed with the deepTools computeMatrix function. The signal was visualized with the ggplot2 R package (v3.3.6).

### Omni-ATAC-seq

The samples were prepared according to the methods previous described (48–50) with minor modifications. 50 000 C3H/10T1/2 cells or UPS cells were collected for Omni-ATAC-seq. Amplification was performed with NEBNext High-Fidelity 2 × PCR Master Mix (NEB, M0541s) and Nextera PCR Primers (8 cycles). The sequences of PCR primers with index adapters are listed in the Supplementary Table S38. The library pool was sequenced by Rockefeller University genomic core using a NextSeq High Output platform with 75 bp paired-end reads in duplicates. An average of 30–40 million paired reads was generated per sample.

### ATAC-seq alignment and differential peak analysis

Quality control of FASTQ files was performed using the Rfastp R Bioconductor package (v0.1.2). ATAC-seq FASTQs were aligned to the mm10 (for 10T cells) or hg38 (human UPS cells) genomes from the Bsgenome.Mmusculus.UCSC.mm10 (v1.4.0) or the BSgenome.Hsapiens.UCSC.hg38 (v1.4.1) Bioconductor packages, respectively, using Rsubread's (v1.30.6) align method in paired-end mode with fragments between 1 and 5000 bp considered properly paired (38). Normalized, fragment signal bigWigs were created using the rtracklayer R Bioconductor package (v1.40.6) (39). Peak calls for each replicate were made with MACS2 software in BAMPE mode (51).

Differential enrichment of signal within peaks was performed by counting the overlap of reads over a high confidence consensus peak set. This was obtained by reducing all replicates in all conditions to one peak set, and then keeping all peaks that overlap at least two out of the three replicates for any condition. Reads overlapping these peaks were counted for each replicate using the summarizeOverlaps function from the GenomicAlignments R Bioconductor package (v1.28.0) (44). Differential peak enrichment between *Atrx* WT and *Atrx* KO replicates was then calculated using the DESeq2 R Bioconductor package (v1.28.1).

### Motif analysis

Motif analysis for ATAC-seq and ATRX CUT&RUN was performed with the ‘meme-chip’ function from the MEME suite (v5.4.1). The motif database was downloaded from MEME (https://meme-suite.org/meme/doc/download.html) and the ‘jolma2013.meme’, ‘JASPAR2022_CORE_vertebrates_non-redundant_v2.meme’, and ‘uniprobe_mouse.meme’ were used in the meme-chip function. The following parameters were also set: -ccut 200, -dna -order 2, -minw 6, -maxw 15, -meme-mod zoops, -meme-nmotifs 3, -meme-searchsize 100000, -streme-pvt 0.05, -streme-totallength 4000000, -centrimo-score 5.0, and -centrimo-ethresh 10.0.

### Downstream peak analysis (CUT&RUN and ATAC-seq)

Peaks for both CUT&RUN and ATAC-seq were annotated with nearby genes using the rGREAT R Bioconductor package (v1.24.0) or with the closest gene and type of genomic region (e.g. promoter, intergenic, etc.) using the ChIPseeker R Bioconductor package (v1.28.3) (52–54). The closest gene is defined as the gene for which the transcription start site is closest to the peak, and rGREAT defines a regulatory region around each gene and then annotates any peak in that region to that gene. For rGREAT annotation, the default settings were used to define regulatory regions of genes, which was 5 kb upstream and 1 kb downstream of each gene, and then extended a maximum of 1 Mb to the regulatory region of the next gene. Gene ontology analysis of genes associated with differential peaks (using the Biological Processes gene lists) was performed with the clusterProfiler R Bioconductor package (v4.0.5) (55). Overlaps of differential peaks with other peak sets was done with the findOverlapsOfPeaks function from the ChIPpeakAnno R Bioconductor package (v3.26.4) (56). Range heatmaps of CUT&RUN and ATAC-seq signal were made with the profileplyr R Bioconductor package (57). For overlap of signal and peaks with enhancers, a peak file with enhancers from 10T cells was downloaded from the EnhancerAtlas 2.0 (http://www.enhanceratlas.org/). The downloaded peaks were converted from mm9 to mm10 using the ‘liftOver’ function from rtracklayer R Bioconductor package and the ‘mm9ToMm10.over.chain’ file downloaded from UCSC.

### ChromHMM analysis

Genome-wide ChromHMM (v1.23) models were generated using CUT&RUN signal for H3K4me3, H3K27ac, H3K27me3, H3K9me3, with IgG samples used as controls. Only the CUT&RUN samples from the *Atrx* WT cells were used to generate the models. Specifically, the BinarizeBam function was performed with default settings (mm10 genome), and this output was used in the LearnModel function. To determine the optimal number of states, we employed a previously published method to calculate the ratio of the ‘between sum of squares’ over the ‘total sum of squares’ of kmeans clustered emissions probabilities from all states of all models, considering 2–16 states (58). The value of K at which the sum of squares ratio crossed 95% of the maximum was the 10 State model. To determine overlap of ChromHMM states with repeats, repeats from RepeatMasker were downloaded from UCSC (downloaded on 4 February 2022). To compare levels of overlap between states, the number of repeats that overlap a state was divided by the total number of regions in that state. A *z*-score of this value across all states was then plotted in a heatmap using the ComplexHeatmap R Bioconductor package (v2.6.2). A similar strategy was employed to measure ATRX peak overlap with ChromHMM states. H3K9me3 signal in specific states was quantified and visualized with a ranged heatmap using the profileplyr R Bioconductor package.

### Statistics

Statistical analysis for proliferation, colony formation and qPCR were performed as indicated in the figure legends using paired or unpaired, two-tailed *t-test, or one-way ANOVA*. The analysis was not blinded.

## Results

### Loss of ATRX dysregulates transcriptional programs in mesenchymal progenitors

It is well established that the chromatin landscape has a key role in establishing patterns of gene expression, and since ATRX acts as chromatin regulator we hypothesized that ATRX deficiency would lead to changes in transcription. Given that ATRX loss frequently occurs in mesenchymal malignancies, we established *Atrx* KO lines using C3H/10T1/2 cells, a mesenchymal progenitor cell line, using CRISPR-cas9 with two independent sgRNAs targeting the *Atrx* gene (Supplementary Figure S1A). 

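In the GENCODE annotation of GRCm38, the build named mm10 by UCSC, *Atrx* lies on the minus strand of chromosome X from 105797615 to 105929403. Its transcript ENSMUST00000113573.7 is 10275 nt long and has 35 exons, and both sgRNAs match coding sequence in exon 9, which is 3014 nt long. The 20 nt of sg5, TGGCCGTAAAAGTTCTGGGG, match the sense strand at bases 2099 to 2118 of the transcript, on chromosome X from 105876399 to 105876418. The next 3 bases are TGG, which fits the NGG motif that Cas9 needs beside its target. With 20 nt of flank on each side, the sense strand around the sg5 site reads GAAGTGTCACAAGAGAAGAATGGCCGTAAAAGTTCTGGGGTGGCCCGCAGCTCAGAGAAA. The sg6 site lies at bases 1098 to 1117 of the transcript, on chromosome X from 105877400 to 105877419. The paper's methods give sg6 as CTACTGGACTTGGTGACTGC, which is the sense strand of this site and is followed by GTG. Supplementary Figure S1B of the paper gives it as GCAGTCACCAAGTCCAGTAG, the antisense strand of the same site, which is followed by AGG. The sense strand around the sg6 site reads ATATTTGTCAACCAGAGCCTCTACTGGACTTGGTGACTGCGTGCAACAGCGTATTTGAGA. Positions are 1-based, and the bases inserted or deleted in each clone were not analysed here.

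**Figure D1:**
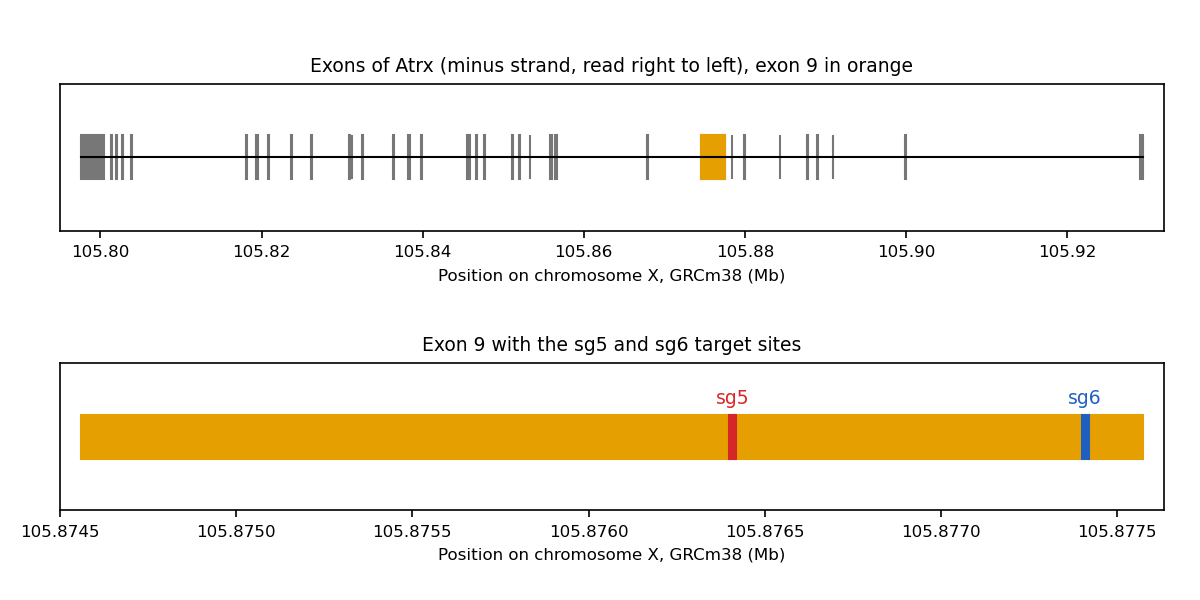
Positions of the *Atrx* exons (upper panel) and of the sg5 and sg6 sites within exon 9 (lower panel) on chromosome X of GRCm38, with the position in Mb on the horizontal axis. Both sites fall in exon 9, which is drawn in orange, from 105876399 to 105876418 for sg5 and from 105877400 to 105877419 for sg6.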

One clone from each guide and an isogenic WT control were selected for further study (Figure 1A, Supplementary Figure S1B). ATRX deletion was confirmed by immunofluorescence and immunoblotting (Figure 1A, Supplementary Figure S1C). 

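PolyA-selected RNA was sequenced from 3 groups of C3H/10T1/2 cells, the mouse line used here as mesenchymal progenitor cells (MPCs). The *Atrx* WT group is an isogenic line that received the empty Cas9 vector, and the KO groups are the clone made with sg5 and the clone made with sg6. Each group is a single line with 3 libraries, numbered 1 to 3, and both clones are compared with the same WT libraries. The authors checked the reads with Rfastp, estimated transcript abundance with Salmon v0.8.1 on the mm10 UCSC known genes, summed the estimates to genes with tximport v1.8.0 and tested them with DESeq2 v1.20.0. The deposited values are the expected counts per gene before normalization, as whole numbers. They total 27544833, 80772108 and 41611927 in the WT libraries, 161036799, 235346363 and 163221618 in the sg5 libraries, and 71896907, 64747453 and 58918732 in the sg6 libraries. The paper's methods give an average of 30 to 40 M paired reads per sample. The values here use the deposited totals, in which every sg5 library exceeds every other library.

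No pair of libraries held identical values. Between libraries of the same group, the chi-square per gene ran from 30.4 to 245, where sampling noise alone gives 1, so each library was counted as a separate replicate. The check does not tell separate cultures from separate library preparations of the same RNA. Of the 24100 genes listed, 15480 passed edgeR's filter on low counts and were tested. Counts were scaled by edgeR's TMM method, and all 9 libraries entered a single quasi-likelihood fit without a replicate block, with Benjamini-Hochberg adjustment over the genes tested. Libraries with the same replicate number deviated together from their group means, with a mean Pearson *r* across genes of 0.452 against −0.213 for libraries with different numbers. The main results are therefore also given from a fit with the replicate number as a block.

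The targeted gene was measured in every group first. *Atrx* mRNA was 300.3 ± 26.0 CPM (SD, n = 3 libraries) in WT cells, 127 ± 12.2 in sg5 cells and 131 ± 9.69 in sg6 cells. Every KO library was below every WT library. The log2 fold change against WT was −1.24 (standard error 0.10, adjusted *p* = 5.04e-05) in sg5 and −1.20 (standard error 0.10, adjusted *p* = 5.15e-05) in sg6, from edgeR's quasi-likelihood test. The block gave *Atrx* adjusted *p* values of 5.82e-05 and 5.87e-05. When the test was made against a log2 fold change of 1 in place of 0, the alternative that moved this result most, they were 0.0946 and 0.160.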

Under normal culture conditions without differentiation cues, transcriptomic profiling of *Atrx* KO versus WT cells was performed using bulk RNA-seq. Compared to *Atrx* WT, the *Atrx* KO MPC lines displayed a marked transcriptional dysregulation, with significant gains and losses of gene expression (Supplementary Figure S2A,B). 

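In the sg5 clone, 493 genes were upregulated and 1078 downregulated against WT by a log2 fold change beyond 1 with an adjusted *p* value below 0.05. In the sg6 clone, the numbers were 563 and 1167. With the replicate number as a block, they were 539 and 1111 in sg5 and 598 and 1219 in sg6. Of the upregulated genes, 156 passed the threshold in sg5 and not in sg6, and 226 in sg6 and not in sg5. Of the downregulated genes, 229 passed it in sg5 alone and 318 in sg6 alone. When the clones were compared with each other directly, 211 genes were higher and 193 lower in sg5 than in sg6, and 269 and 245 with the block. Only 17 genes were upregulated in one clone and downregulated in the other. Across the 15480 genes tested, the log2 fold changes of the clones had a Pearson *r* of 0.846. Genes are not independent replicates, and the same WT libraries enter both fold changes.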

Focusing on genes that significantly change expression (*p_adj_ <*0.05) by an absolute magnitude of at least 2-fold in both *Atrx* KO clones when compared to WT, we identified 328 upregulated and 929 downregulated genes (Figure 1B, C, Supplementary Table S1, S2). 

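In the fit of all 9 libraries, 337 genes were upregulated and 849 downregulated in both clones. A fit with the replicate block gave 363 and 886 genes, of which 330 and 837 were the same genes as without it. For the upregulated genes, the smaller of the absolute log2 fold changes of the clones had a median of 1.59, and it was above 2 for 113 genes. For the downregulated genes, this median was 1.95 and 410 genes were above 2. Of the genes that changed in both clones, 120 also differed between the clones. The alternative that moved these counts most was a stricter threshold, a log2 fold change beyond 2 with an adjusted *p* value below 0.01, which left 95 upregulated and 374 downregulated genes in both clones.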

Given the role of ATRX in establishing and maintaining transcriptionally silenced regions of heterochromatin, we focused on the upregulated gene set. 

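Among the upregulated genes, 222 had an average log2 CPM of at least 1 and a higher level in every KO library than in every WT library. The 5 genes with the highest fold changes among them, ranked by the smaller change of the clones, were *Bves*, *Lrp3*, *Trim44*, *Dgkg* and *C1qtnf3*. *Bves*, on chromosome 10 of GRCm38 from 45335772 to 45372479, had no counts in any WT library and 16.0 ± 1.65 CPM in sg5 and 5.03 ± 0.595 CPM in sg6 cells (SD, n = 3). Against a floor of 3 counts this is at least 152-fold higher in sg5 (adjusted *p* = 2.11e-06, edgeR's quasi-likelihood test) and at least 48.0-fold higher in sg6 (adjusted *p* = 3.57e-06). *Lrp3*, on chromosome 7 from 35200027 to 35215498, had at most 2 counts in a WT library and was at least 51.5-fold and 51.6-fold higher in sg5 and sg6. It overlaps *Slc7a10* on the opposite strand, and the paper's text does not state whether the counting used strand. *Trim44*, on chromosome 2 from 102300119 to 102407828, rose from 0.186 ± 0.0745 CPM in WT to 64.6 ± 1.44 in sg5 and 63.2 ± 1.07 in sg6, log2 fold changes of 8.28 and 8.24 with a standard error of 0.16 each. *Dgkg*, on chromosome 16 from 22468461 to 22657221, was at least 15.7-fold higher in sg5 and at least 84.4-fold higher in sg6, and it overlaps several other annotated genes. *C1qtnf3*, on chromosome 15 from 10952332 to 10980150, rose from 2.72 ± 0.922 CPM to 191 ± 151 in sg5 and 193 ± 121 in sg6. Its log2 fold changes were 6.19 and 6.21, each with a standard error of 0.72, and the spread between KO libraries was wide because replicate 1 reached 364 and 333 CPM in the clones. In the fit with the block, the log2 fold changes of *C1qtnf3* were 5.92 and 6.03.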

Gene ontology (GO) analysis of the upregulated genes showed an enrichment of gene sets associated with development and differentiation programs, including mesenchymal programs (Figure 1D, Supplementary Table S3).

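Enrichment of GO terms was not analysed here. In its place, marker genes of mesenchymal lineages were read from the same libraries. Of 12 tested markers of smooth and striated muscle, *Acta2*, *Actg2* and *Tagln* were upregulated in both clones and *Myod1* and *Myog* downregulated. *Acta2* rose from 371 ± 20.7 CPM in WT (SD, n = 3) to 971 ± 168 in sg5 and 1103 ± 111 in sg6, log2 fold changes of 1.39 (adjusted *p* = 0.000112) and 1.57 (adjusted *p* = 4.85e-05) in edgeR's quasi-likelihood test. *Actg2* rose from 2.29 ± 0.321 CPM to 27.2 ± 5.33 and 16.6 ± 2.78, log2 fold changes of 3.58 and 2.87. *Tagln* had log2 fold changes of 1.79 and 1.83. *Myod1* was at least 11.3-fold lower in sg5 and at least 4.00-fold lower in sg6, from 0.213 ± 0.0274 CPM in WT. Of 12 osteogenic markers, *Omd* was upregulated in both clones, with log2 fold changes of 2.33 and 2.50, and *Phex* and *Sp7* were downregulated. *Sp7* had 8 to 26 counts in the WT libraries. In the 9 fits that each left out one library, *Sp7* passed in 4 in each clone and *Phex* in all 9. Of 16 chondrogenic markers, *Matn4* alone passed the threshold in both clones, with log2 fold changes of 2.72 and 2.00, and of 16 markers of mesenchymal progenitors *Eng* alone did, with 2.17 and 1.73. With the replicate block, the log2 fold changes of these upregulated markers differed from those without it by less than their standard errors, and *Matn4*, for example, had 2.70 and 2.00.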

**Figure 1.**
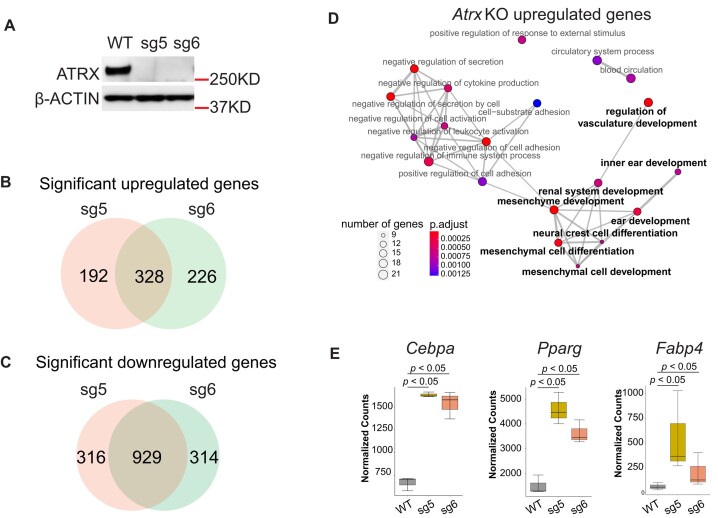
ATRX deficiency alters the transcriptome. (**A**) Immunoblot demonstrating ATRX protein loss in MPC lines. β-ACTIN acts as loading control. (**B**) The intersection of significantly upregulated genes (log_2_foldchange > 1, *P*_adj_< 0.05) in both *Atrx* KO clones based on polyA-RNA-seq datasets. (**C**) The intersection of significantly downregulated genes (log_2_foldchange < –1, *P*_adj_ value < 0.05) in both *Atrx* KO clones based on polyA-RNA seq datasets. (**D**) Dot plot of gene ontology (GO) (biological process) analysis for significant upregulated genes from (B). The size of nodes indicates the numbers of genes. The color gradient indicates the *P_adj_* value. Bold type indicates gene ontology terms which are associated with development. (**E**) Boxplot depicting mRNA levels from the RNA-seq dataset. The y-axis indicates RNA-seq read counts normalized by DESeq2. The *P* value (*P*< 0.05) was determined by DESeq2.

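*Pparg*, on chromosome 6 of GRCm38 from 115360951 to 115490399, was 18.6 ± 4.43 CPM in WT cells (SD, n = 3), 55.5 ± 7.24 in sg5 cells and 44.6 ± 5.25 in sg6 cells. Its log2 fold change was 1.58 (standard error 0.17, adjusted *p* = 0.000237) in sg5 and 1.27 (standard error 0.17, adjusted *p* = 0.000682) in sg6, from edgeR's quasi-likelihood test. A fit with the block gave 1.59 (adjusted *p* = 1.25e-05) and 1.28 (adjusted *p* = 3.14e-05) in the same test. *Cebpa*, on chromosome 7 from 35119293 to 35121928, was 8.14 ± 0.909 CPM in WT, 20.1 ± 0.436 in sg5 and 18.9 ± 1.94 in sg6 cells. Its log2 fold change was 1.30 (standard error 0.11, adjusted *p* = 7.27e-05) in sg5 and 1.22 (standard error 0.12, adjusted *p* = 9.20e-05) in sg6 by edgeR, with adjusted *p* values of 0.000152 and 0.000185 under the block. For both genes, every KO library was above every WT library. When tested against a log2 fold change of 1, *Pparg* in sg6 (adjusted *p* = 0.291) and *Cebpa* in sg5 (adjusted *p* = 0.0633) and sg6 (adjusted *p* = 0.175) no longer passed in edgeR's glmTreat test. *Pparg* and *Cebpa* each overlap an antisense gene, *Gm44079* and *Gm45091*.

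**Figure D2:**
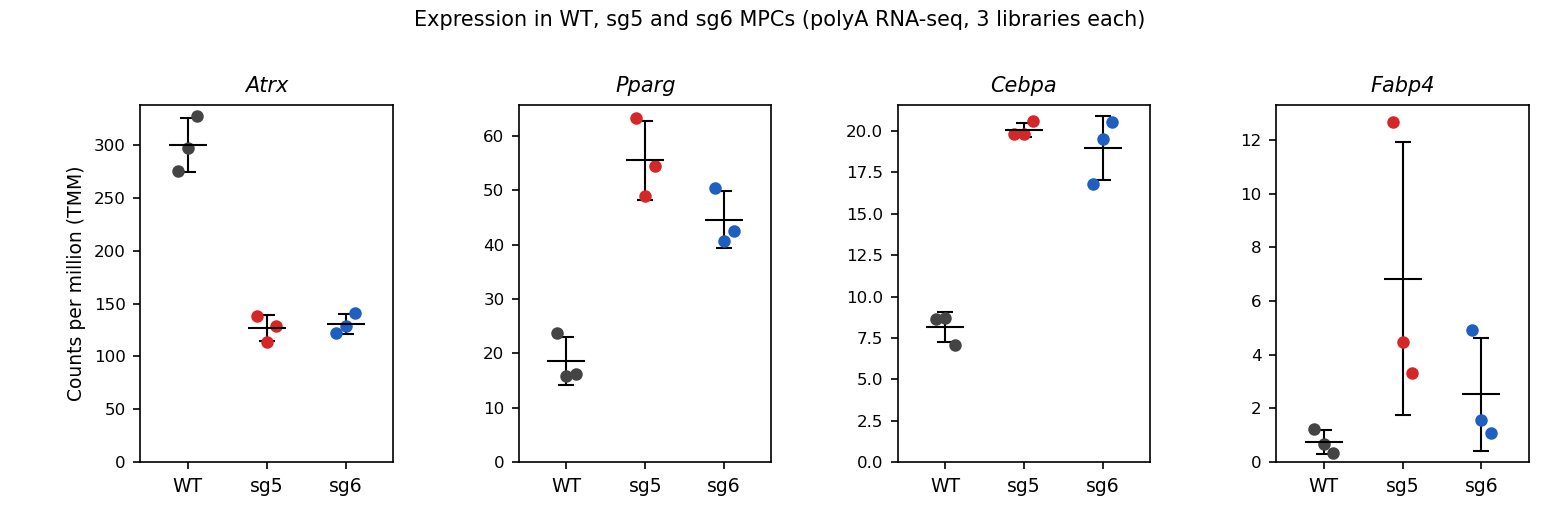
CPM of *Atrx*, *Pparg*, *Cebpa* and *Fabp4* (vertical axes, from 0) in the WT, sg5 and sg6 libraries of the polyA data; horizontal lines are means, error bars SD and points the 3 libraries of each group. *Atrx* falls from 300.3 CPM in WT to 127 and 131, *Pparg* and *Cebpa* rise in every KO library, and the *Fabp4* libraries of each clone are widely spread.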

In the significantly upregulated gene sets, we found that the expression of key adipogenic pathway regulators were increased with *Atrx* deficiency, including the adipogenic transcription factors *Pparγ* and *Cebpa* and the lineage-specific marker *Fabp4*. 

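The third gene, *Fabp4*, on chromosome 3 from 10204088 to 10208576, had few counts in WT cells, between 15 and 57 per library. Its level was 0.736 ± 0.450 CPM in WT (SD, n = 3), 6.83 ± 5.10 in sg5 and 2.52 ± 2.10 in sg6 cells, and replicate 1 was the highest of each group, with 1.22, 12.7 and 4.93 CPM. In sg5 the log2 fold change was 3.28 (standard error 0.76, adjusted *p* = 0.0125, edgeR's quasi-likelihood test). In sg6 it was 1.85 (standard error 0.76, adjusted *p* = 0.0948, same test), which did not pass the threshold, and the WT and sg6 libraries overlapped. The fit with the replicate block gave log2 fold changes of 3.12 (adjusted *p* = 2.38e-05) and 1.62 (adjusted *p* = 0.000449) in edgeR's test, and both passed. Over all alternatives, the adjusted *p* in sg6 ran from 0.000449 to 0.794, and the block was the only one under which *Fabp4* passed in sg6. Of the 9 edgeR fits without the block that each left out one library, 8 passed in sg5 and 0 in sg6. Their adjusted *p* values ran from 0.0621 to 0.391 in sg6. The other alternatives had no block either, so they do not test the call made with it.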

All three were significantly (log_2_foldchange > 1 & *P*_adj_ < 0.05) upregulated in *Atrx* KO MPCs (Figure 1E, Supplementary Table S4), even in the absence of adipogenic differentiation factors. Under the same conditions, we observed significantly decreased expression of mesenchymal stemness markers, *Etv1* (27) and *Cd34* (59), in both *Atrx* KO lines (Supplementary Figure S2C). 

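*Etv1*, on chromosome 12 of GRCm38 from 38779380 to 38870484, was 19.3 ± 4.64 CPM in WT (SD, n = 3), 10.4 ± 4.01 in sg5 and 8.70 ± 4.42 in sg6 cells. Every sg6 library was below every WT library, while the sg5 and WT libraries overlapped. The log2 fold change of *Etv1* was −0.89 (standard error 0.38, adjusted *p* = 0.117) in sg5 and −1.15 (standard error 0.39, adjusted *p* = 0.0492) in sg6 by edgeR's quasi-likelihood test. With the replicate block it was −0.94 (adjusted *p* = 0.0263) and −1.24 (adjusted *p* = 0.00821), so that in sg5 the fold change stayed short of the threshold. In the rRNA-depleted libraries described below, *Etv1* had log2 fold changes of −3.50 in sg5 and −1.91 in sg6. Every KO library was below every WT library there. The paper also reports lower *Etv1* in both KO lines by RT-qPCR, including at the start of differentiation. Of the 31-base sequences of *Etv1* transcripts, 9.97% also occur in other genes, *Gm5454* first among them. *Cd34*, on chromosome 1 from 194938819 to 194961279, was low in every library, with 25 to 97 counts in WT. It was 0.883 ± 0.222 CPM in WT, 0.370 ± 0.149 in sg5 and 0.483 ± 0.0982 in sg6 cells, and every KO library was below every WT library. The log2 fold change of *Cd34* was −1.27 (standard error 0.33, adjusted *p* = 0.0196) in sg5 and −0.90 (standard error 0.35, adjusted *p* = 0.0796) in sg6 in the same edgeR test, and −1.29 (adjusted *p* = 0.0122) and −0.88 (adjusted *p* = 0.0591) with the block. With one library left out at a time and no block, *Etv1* passed in 0 of 9 fits in sg5 and 4 of 9 in sg6. *Cd34* passed in 7 of 9 in sg5 and 0 of 9 in sg6. *Cd34* overlaps the antisense gene *Gm16897*.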

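The downregulated genes had larger changes than the upregulated ones. Among those with an average log2 CPM of at least 1 and a lower level in every KO library than in every WT library (300 genes), the 5 lowest were *Xlr3c*, *Gm15097*, *Ldb2*, *Gm15085* and *Gm773*. *Xlr3c*, on chromosome X of GRCm38 from 73254540 to 73265390, fell from 23.1 ± 5.81 CPM in WT (SD, n = 3) to no counts in any KO library, at least 1222-fold lower in sg5 and at least 434-fold lower in sg6. The sequences of *Xlr3c* are 82.2% shared with other genes, mainly *Xlr3a* and *Xlr3b*, those of *Gm15097* 93.7% and those of *Gm15085* 100%, so the estimated counts could be split among these copies. *Ldb2*, on chromosome 5 from 44472132 to 44799680, fell from 42.0 ± 19.4 CPM to 0.0340 ± 0.0355 in sg5 and 0.0398 ± 0.0363 in sg6. Its log2 fold changes were −10.26 (standard error 0.62, adjusted *p* = 9.26e-06) and −10.08 (standard error 0.68, adjusted *p* = 1.45e-05) in edgeR's quasi-likelihood test, and −10.29 and −10.07 with the replicate block. *Gm773*, on chromosome X from 56189827 to 56212881, fell from 25.8 ± 1.29 CPM, with log2 fold changes of −9.36 and −9.59. Of 25 tested interferon response genes, *Cxcl10*, *Isg15*, *Mx1*, *Oas1a*, *Oas2*, *Oasl2* and *Zbp1* were downregulated in both clones and 0 were upregulated in both. *Oas2*, for example, fell from 4.20 ± 2.52 CPM to 0.946 ± 0.225 in sg5 and 0.314 ± 0.0508 in sg6, log2 fold changes of −2.17 (adjusted *p* = 0.00587) and −3.76 (adjusted *p* = 0.000591) by edgeR. Not all calls of these interferon genes held in the 9 fits that each left out one library. *Mx1* passed in 5 fits in sg5 and 4 in sg6, and *Zbp1* in 5 in each clone. *Oasl2* passed in 6 in sg5 and *Isg15* in 6 in sg6, and the other calls passed in all 9. Of the sequences of *Oas1a*, 68.8% are shared with *Oas1g* and other genes.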

The GO terms associated with downregulated genes were not enriched for pathways relevant for cell lineage differentiation and development (Supplementary Figure S2D, Supplementary Table S5).

### ATRX deficiency promotes mesenchymal lineage differentiation and attenuates progenitor properties

The de-repression of developmental and differentiation pathways in *Atrx* KO cells suggests that ATRX may have an important role in restricting differentiation in MPCs. 

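Lineage markers were also tested as sets with limma's camera test on the log2 CPM of the 9 polyA libraries, over 6 sets in both clones. The 20 tested adipogenic genes had a median log2 fold change of 0.27 in sg5, with 13 genes higher, and of 0.44 in sg6, with 15 higher. The adjusted *p* from camera was 0.0766 in sg5 and 0.0277 in sg6, and with the replicate block 0.0462 and 0.0152. Of these genes, *Cebpa*, *Lpl* and *Pparg* were upregulated in both clones and *Cd36* was downregulated in both. *Cd36* was low everywhere, with 6 to 22 counts in the WT, 1 to 5 in the sg5 and 0 to 2 in the sg6 libraries. The chondrogenic, osteogenic, muscle and mesenchymal progenitor sets had adjusted *p* values from 0.877 to 0.961 in camera. The 25 interferon response genes had a median log2 fold change of −0.50 in sg5 (camera adjusted *p* = 0.205, 0.332 with the block) and −1.09 in sg6 (adjusted *p* = 0.000452, 0.00236 with the block). When the correlation between genes was estimated for each set in place of being fixed at 0.01, no set passed, and the lowest camera adjusted *p* was 0.974. From the raised developmental and differentiation pathways of the KO cells, the paper proposes that ATRX may restrict differentiation in MPCs.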

Given the marked upregulation of adipogenic transcription factors and lineage markers in *Atrx* KO lines, we hypothesized that ATRX loss would sensitize MPCs to adipogenic differentiation cues. *Atrx* WT and KO MPCs were treated with adipogenic media to induce differentiation and the degree of differentiation was quantified by staining by Oil Red O (ORO) (30). Compared to WT MPCs, the *Atrx* KO lines nearly doubled ORO staining intensity after 7 days (*P*< 0.05), indicating that ATRX loss promotes adipogenic differentiation (Figure 2A). Over the course of the 7-day differentiation treatment, we measured protein expression of PPARγ, C/EBPα and FABP4 (Figure 2B). The levels of C/EBP and PPARγ were more highly induced beginning on day 1 of treatment in *Atrx* KO lines compared to WT control whereas the FABP4, a marker for late differentiation, was equally and strongly induced in both settings beginning on day 3. To investigate if the regulatory role of ATRX in mesenchymal differentiation is specific to the adipocyte lineage, we also tested the differentiation of *Atrx* KO versus WT MPCs following treatment with a chondrocyte differentiation cocktail. The H3K36M oncohistone mutation was used as a negative control (27). Compared to WT MPCs, the H3K36M-expressing negative control led to impaired differentiation (Supplementary Figure S3). In addition, both ATRX deficient clones demonstrated reduced differentiation into chondrocytes (Supplementary Figure S3). These data suggest that ATRX loss perturbs the lineage commitment of mesenchymal progenitor cells resulting in selective linage promotion or impairment.

**Figure 2.**
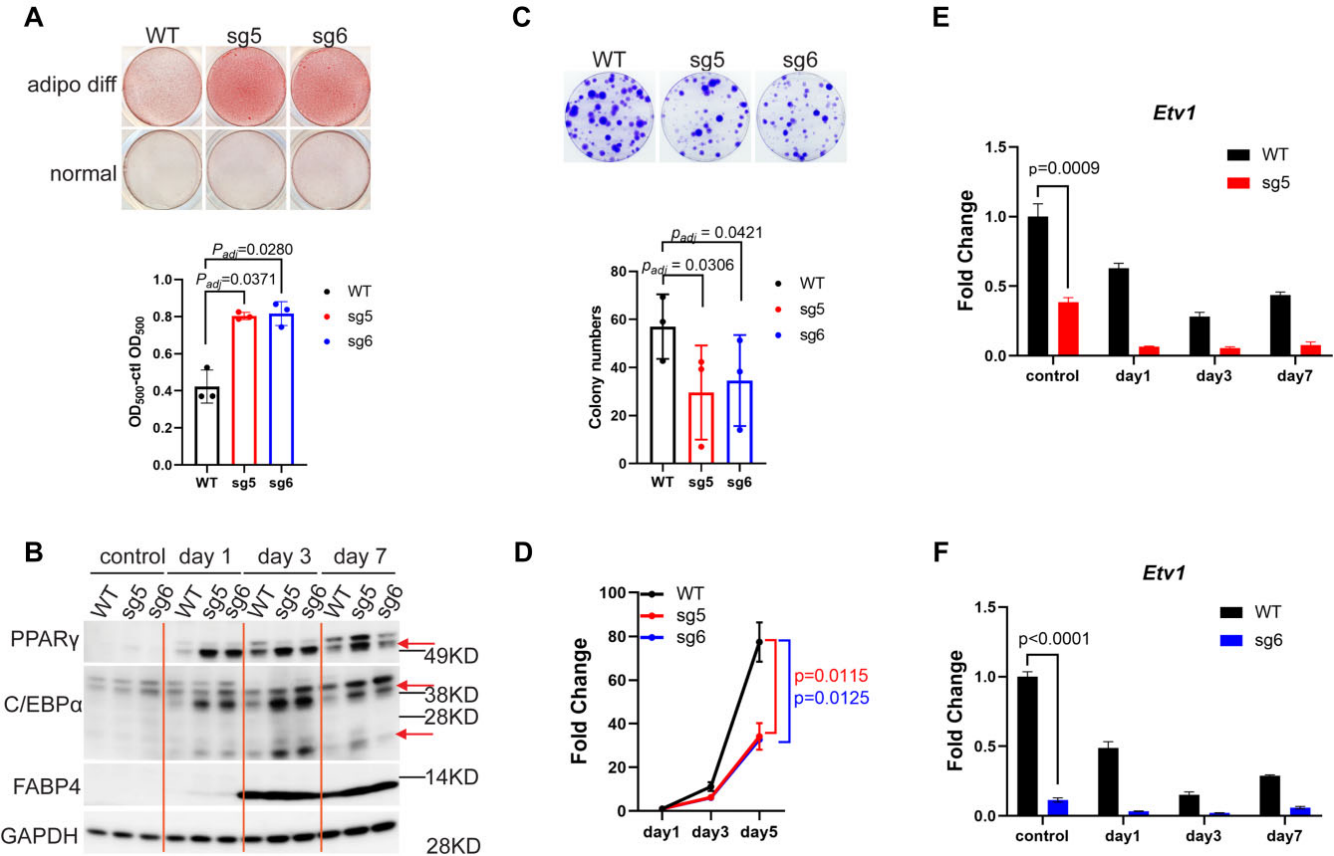
ATRX deficiency promotes differentiation. (**A**) Oil Red O (ORO) staining in adipogenic differentiation experiments. adipo diff: adipogenic media treatment. normal: normal culture media treatment. The y-axis shows the optical density (OD) of the solubilized ORO after adipocyte-specific staining minus the OD value from the normal media control (clt). Data from three biological replicates are plotted with each point representing individual value from each replicate. The *p*.adj value was calculated by a post hoc comparison following a paired one-way ANOVA analysis (**B**) Western blot of adipocyte markers. The ‘control’ indicates cells grown in the normal media culture at the end of the experiment (Day 7). Days 1, 3 and 7 indicate the duration of adipogenic media treatment. The red arrows indicate the protein bands of interest. Two isoforms of C/EBPα are shown. (**C**) Colony formation assays. The bar plot shows the colony formation from three biological replicates normalized to WT. Cell groups with at least 50 cells were classified as a colony. For each replicate, the percentage of colony formation was normalized to the WT group. The error bars were calculated from three biological replicates. The *P* value was determined by paired one-way ANOVA (WT versus sg5, WT versus sg6). (**D**) MPC proliferation assay. Relative numbers of viable cells were determined using an ATPase assay on day 1, day 3 and day 5 after seeding cells. The OD value of luminescence was normalized with day 1 for each group. Three biological replicates were performed. *P* value was calculated by paired *t-test* (two-tailed) for day 5 data. (**E**, **F**) RT-qPCR experiments for *Etv1* gene expression in two knockout lines Corresponding to the data in panel (B). *P* value was calculated using one-sample, two-sided *t-*test to compare the mean values for sgRNA samples and WT. The error bars indicate the standard variance.

To assess if *Atrx* KO reduced the stemness properties of mesenchymal progenitors, we performed assays for colony formation (Figure 2C) and proliferation (Figure 2D). The two *Atrx* KO lines had reduced colony formation capacity and proliferation compared to *Atrx* WT (*P*< 0.05). We also compared mRNA levels of *Etv1*, a mesenchymal stemness marker, between *Atrx* KO and WT MPCs (Figure 2E, F). The two knock out lines expressed lower levels of *Etv1* during the differentiation time course, including at Day 0, which is consistent with the RNA-seq findings, suggesting that *Etv1* is suppressed at baseline in *Atrx* KO MPCs. These results demonstrate that *Atrx* KO reduces the stem-like properties of mesenchymal progenitors.

### Atrx KO reduces H3K9me3-marked heterochromatin associated with transcriptionally repressed linage commitment genes

Histone post-translational modifications contribute to defining the chromatin states, which in turn impact gene expression (60,61). Given that histone post-translational modifications are regulated in part by ATRX, we investigated how ATRX deficiency impacted chromatin states in the MPC model. ATRX, together with DAXX, deposits the histone variant H3.3 at specific genomic regions including telomeres (6,7,62). To confirm loss of ATRX epigenetic function in the knockout cell lines, we performed CUT&RUN (Cleavage Under Targets & Release Using Nuclease) (36) for the histone variant H3.3 in order to compare H3.3 deposition in *Atrx* KO versus WT MPCs. Analysis of three biologic replicates indicated that there were consistent changes in H3.3 localization with gains at some genomic loci and losses at others (Supplementary Figure S4A) including significant depletion at telomeres (Supplementary Figure S4B), which is consistent with the previous reports (63). Notably, H3.3 localization is also known to change over the course of development (7).

Another known function of ATRX is to establish and maintain locus-specific heterochromatin though recruitment of H3K9 methyltransferases (5). Using CUT&RUN, we next analyzed how the heterochromatin-associated histone mark, H3K9me3, was altered in *Atrx* KO MPCs. H3K9me3 was significantly changed at specific regions with 4272 gained peaks and 4738 lost peaks, demonstrating that the ATRX deficiency has effects on heterochromatin in our model (Supplementary Figure S4C). Applying GO analysis to genes that are near H3K9me3 differential peaks, we found that many of the top enriched gene sets for regions that had increased or decreased H3K9me3 signal in both *Atrx* KO lines were related to development (Supplementary Figure S4D,E; Supplementary Table S6, S7).

To further characterize the regions in which H3K9me3 was lost, we first used ChromHMM to annotate chromatin states across the whole genome using CUT&RUN-derived data for H3K4me3, H3K27ac, H3K9me3 and H3K27me3 in *Atrx* WT MPCs (Figure 3A, Supplementary Figures S4F, S5) (64). We found that H3K9me3 was enriched in a state marked by H3K9me3 alone (State 4, Supplementary Table S9), annotated as heterochromatin, as well as in a small subset of regions marked by H3K27me3 and H3K9me3 (State 3, Supplementary Table S8), annotated as repressed chromatin (Figure 3A). We then compared H3K9me3 CUT&RUN signal within the regions that make up the states containing H3K9me3 in *Atrx* KO and WT MPCs and found that H3K9me3 was reduced in the *Atrx* KO MPCs at these sites (Figure 3B, C). Genes associated with lost H3K9me3 are notably related to cell development and differentiation.

**Figure 3.**
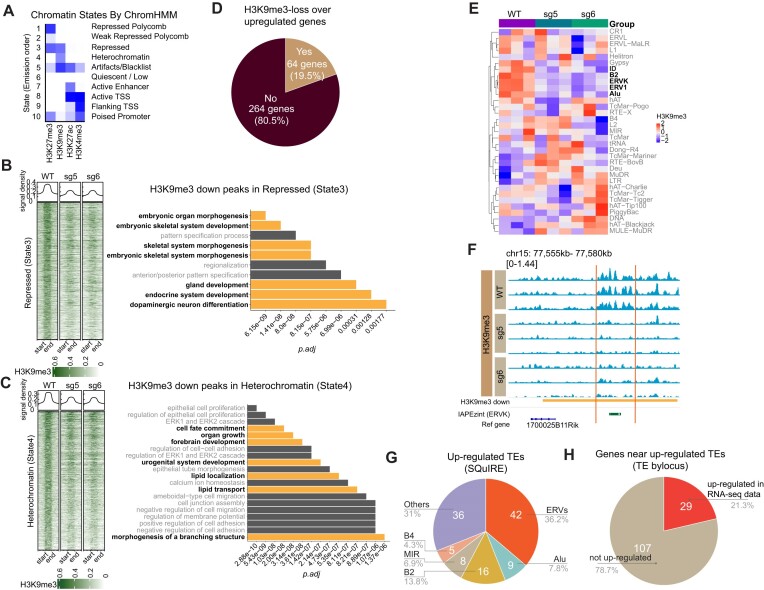
ATRX deficiency reduces H3K9me3 near developmental genes and ERVs in mesenchymal progenitor cells. (**A**) Chromatin states defined by enrichment of histone modifications (H3K4me3, H3K9me3, H3K27ac and H3K27me3) using ChromHMM. The heatmap shows the emission probabilities of histone modifications in chromatin states. The ten different states. (**B**) The range-based heatmap shows the H3K9me3 signal in repressed regions (State 3) (left) and (**C**) heterochromatin regions (State 4) (left). All peaks are similarly scaled, where ‘start’ and ‘end’ indicate the start and end of the scaled peak. The bar plots show the GO analysis (biological process) of genes associated with H3K9me3 in each chromatin state (right). (**D**) Percentage of H3K9me3 lost peaks (*P*< 0.05) associated genes (closest gene to peak) that do (‘yes’) or do not (‘no’) overlap with up-regulated genes (log_2_foldchange > 1 & *P_adj_* < 0.05). (**E**) Heatmap of H3K9me3 signal at repetitive regions in *Atrx* WT versus KO MPCs derived by SQuIRE analysis of three biologic replicates. Bold indicates elements of interest (see main text). (**F**) IGV tracks show a representative H3K9me3 differential peak at an IAPEzint ERV element. The yellow bar indicates a differential H3K9me3 peak. The green bar shows the mouse IAPEz-int element. Within each sample genotype, each track represents an independent biologic replicate. (**G**) Percentages of each family of TE up-regulated in *Atrx* KO vs WT MPCs based on an rRNA-depletion sequencing dataset. The up-regulated transposable elements were mapped at an individual locus level. (**H**) Percentage of up-regulated genes in polyA-RNA-seq data that annotated by up-regulated TEs (TE method by locus).

Next, to better understand the consequences of this observation on gene regulation, we examined the connection between H3K9me3 loss and changes in gene expression. Of the 328 significantly upregulated genes in *Atrx* KO MPCs, 19.5% (64/328) were associated with peaks that had significantly less H3K9me3 signal in the ATRX deficient line (Figure 3D). GO pathway analysis of these genes revealed enrichment of gene sets related to adipocyte differentiation, including lipid localization, fat cell differentiation, and brown fat cell differentiation (Supplementary Table S10). These genes included key adipogenic regulators and markers such as *Fabp4* and *Pparγ*, which are part of the fat cell differentiation GO gene set (Supplementary Table S10). In addition, another gene in the same gene set, *Lpl*, has roles in adipogenic metabolism by mediating hydrolysis of circulating lipoprotein particles (65). 

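*Lpl*, on chromosome 8 of GRCm38 from 68880491 to 68907448, was 9.65 ± 1.01 CPM in the WT polyA libraries (SD, n = 3), 34.5 ± 16.0 in sg5 and 69.4 ± 8.18 in sg6, and every KO library was above every WT library. Its log2 fold change was 1.84 (standard error 0.28, adjusted *p* = 0.00150) in sg5 and 2.85 (standard error 0.29, adjusted *p* = 0.000139) in sg6, by edgeR's quasi-likelihood test. With the replicate block it was 1.76 (adjusted *p* = 0.000436) and 2.84 (adjusted *p* = 5.07e-05). The difference between the clones was −1.01 in the same edgeR test (adjusted *p* = 0.0735), which did not pass, and −1.08 with the block (adjusted *p* = 0.0116), which did. The H3K9me3 peaks near *Lpl* were not analysed here.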

Examination of integrated genomic viewer (IGV) tracks in a putative *Fabp4* regulatory element demonstrates H3K9me3 depletion in *Atrx* KO cells (Supplementary Figure S4G).

These observations indicate that ATRX deficiency reduced the heterochromatic histone mark H3K9me3 at genomic regions that were associated with genes relevant to linage-specific differentiation and development. These data suggest that H3K9me3 loss may contribute to gene expression changes in ATRX deficient MPCs, leading to their enhanced capacity for adipogenic differentiation.

### Atrx KO reduces H3K9me3 at ERV repetitive regions

ATRX and the ATRX-associated H3K9 methyltransferase, SETDB1, promote H3K9me3 deposition and silencing at repetitive elements (5). These sequences include transposable elements (TEs) such as endogenous retroviral elements (ERVs), which are a type of long terminal repeat derived from integrated retroviral elements (66). De-repression of ERVs can lead to formation of dsRNA, which is detected by sensors that in turn stimulate innate immune signaling, which has been implicated as a mediator of antitumor immune response (67–70). Separately, ERVs can act as gene regulatory elements with enhancer-like features and as transcription factors binding sites to regulate gene expression (71–73). Given that H3K9me3 is depleted in heterochromatin regions in *Atrx* KO MPCs, we sought to determine how this affected ERV expression and gene regulation in this system.

We compared H3K9me3 enrichment at repetitive elements between *Atrx* KO and WT MPCs. We found that H3K9me3 signal was reduced by deletion of ATRX on multiple types of TEs, including ERV family members (ERV1, ERVK), *Alu*, *ID* and *B2* (Figure 3E). To further define the relationship between H3K9me3 loss at repetitive elements and differentiation phenotypes in *Atrx* KO lines, we mapped the repetitive elements onto the previously defined chromatin states (Figure 3A). While most of repetitive elements were in quiescent (State 6) regions devoid of detectable chromatin marks (Supplementary Figure S6A), outside of these regions ERV1 and ERVK elements preferentially mapped to heterochromatin regions where H3K9me3 was reduced in *Atrx* KO versus WT MPCs (State 4) (Supplementary Figure S6B).

To identify specific subfamilies of ERVs where H3K9me3 is depleted in *Atrx* KO MPCs, we analyzed the H3K9me3 differential peaks by adapting SQuIRE analysis, a RNA-seq analysis pipeline that provides a quantitative and locus-specific information on TE expression (34). The top reduced regions of H3K9me3 in both *Atrx* KO lines is an IAP element (Supplementary Figure S7A, B, Supplementary Tables S11, S12), which is a member of the ERVK family. Loss of H3K9me3 in *Atrx* KO versus WT at a representative region containing an ERVK (IAPEzint) element can be appreciated by review of IGV tracks (Figure 3F).

To determine if TEs are transcriptionally de-repressed in the setting of ATRX-dependent H3K9me3 reduction, we performed RNA-sequencing following rRNA-depletion and analyzed locus-specific repetitive element differential expression between *Atrx* KO and WT MPCs using SQuIRE. 

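The rRNA-depleted libraries came from the same 3 lines as the polyA libraries, *Atrx* WT and the sg5 and sg6 clones, with 3 libraries each numbered 1 to 3. In the counting used here, the authors aligned the reads to mm10 with STAR, keeping reads with up to 100 alignments, and counted them with TElocal v1.1.1. TElocal assigns reads to genes and to single loci of transposable elements (TEs), and shares out reads that align to several places. The paper's methods name either SQuIRE or TElocal for these libraries, and its text names SQuIRE for the locus-specific differences between KO and WT. SQuIRE counts were not used here. The deposited counts are whole numbers without normalization over 24100 genes and 3725827 TE loci, named by locus, subfamily, family and class without coordinates. They total 23989275, 26821665 and 33187136 in WT, 27122556, 20135336 and 27302736 in sg5, and 24463668, 29137820 and 24153790 in sg6, against an average of 30 M paired reads in the paper's methods. TE loci held 10.4% to 15.5% of the counts of a library, and a single locus of the 7SK RNA repeat held 37.2% to 45.2% of those.

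After edgeR's filter on low counts, 42783 TE loci and 13303 genes were tested together, with TMM factors over all of them and a single Benjamini-Hochberg adjustment. A TE locus was called at an adjusted *p* value below 0.05, without a limit on the fold change. Libraries with the same replicate number deviated together in their gene counts, with a mean Pearson *r* across genes of 0.357, and hardly in their TE counts, with 0.0950 across loci. *Atrx* was 215 ± 20.2 CPM in WT (SD, n = 3), 82.1 ± 26.4 in sg5 and 86.6 ± 12.7 in sg6. In simulated data with 159 changed TE loci, the same fit found 34 of them (21.4%) in both clones, and it found 36 of 41 changed genes (87.8%).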

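In the TElocal counts, 101 TE loci were upregulated in both clones. The fit with the replicate block gave 160, of which 99 were the same loci. In sg5 alone the number was 273 (497 with the block), and in sg6 it was 188 (281 with the block). The single adjustment over genes and TE loci does not hold the share of false calls at 0.05 among TE loci. With the adjusted *p* taken over TE loci alone, 45 loci were upregulated in both clones. Of the 101 loci, 28 had at most 3 counts in every WT library. The 3 loci with the highest fold changes among those above WT in every KO library were RLTR10F_dup118, an ERVK element, ID_B1_dup93998, a B4 element, and L1Md_F3_dup13819, an L1 element. RLTR10F_dup118 had no counts in WT and 8 to 41 counts in the sg5 and 2 to 44 in the sg6 libraries, at least 6.06-fold higher in sg5 (adjusted *p* = 0.0396) and at least 6.22-fold higher in sg6 (adjusted *p* = 0.0476) by edgeR's quasi-likelihood test. ID_B1_dup93998 had 0 or 1 counts in WT and 84 to 118 in sg5, at least 32.5-fold higher in sg5 (adjusted *p* = 2.32e-05) and at least 21.4-fold higher in sg6 (adjusted *p* = 5.84e-05) in the same edgeR test. L1Md_F3_dup13819 was at least 3.52-fold and 3.78-fold higher, with 6 to 17 counts in the sg5 and 4 to 23 in the sg6 libraries. These bounds are for the mean of each clone. The sg6 library with 2 counts of RLTR10F_dup118 lies below the floor of 3 counts, so the bound does not hold for that library. With one library left out at a time, RLTR10F_dup118 passed in 3 of 9 fits in each clone, L1Md_F3_dup13819 in 4 and 5 of 9, and ID_B1_dup93998 in 9 of 9 in both. A filter of at least 10 counts in every library moved the number of upregulated TE loci most, to 32. It removes by design loci that are near the floor in WT, the 28 above among them, so this fall does not test their calls.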

We identified 116 significant (*P*_adj_ < 0.05) upregulated TEs in common between both *Atrx* KO clones (Supplementary Table S13). Among these upregulated TEs, 42 (36.2%) belong to the ERV superfamily (Figure 3G), which is the largest subset of upregulated TEs.

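Of the 101 upregulated TE loci, 33 were ERVs, that is 32.7% (95% Wilson interval 24.3% to 42.3%). Among the 42783 loci tested, 9014 were ERVs (21.1%), an odds ratio of 1.82 (Fisher's exact test, two-sided, *p* = 0.00676). The test takes loci as independent, although loci can share reads, so these *p* values can be too small. With the replicate block, 48 of 160 loci were ERVs (30.0%), an odds ratio of 1.61 (Fisher's exact test, *p* = 0.00839). The ERVs were 13 ERVK, 12 ERVL-MaLR, 5 ERVL and 3 ERV1 loci. Without the MaLR family, the alternative that moved this share most, 21 loci (20.8%) were ERVs against 10.3% of the loci tested, an odds ratio of 2.30 (Fisher's exact test, *p* = 0.00151). Outside the ERVs, L1 was the largest family with 25 loci (24.8%, against 18.5% of the loci tested; Fisher's exact test, *p* = 0.122). It was followed by B4 with 10, B2 with 9, hAT-Charlie with 8, and Alu and MIR with 5 loci each. When all counts of a family were summed, 0 of 57 families rose in both clones at an adjusted *p* value below 0.05 in edgeR's test, and 0 at an unadjusted *p* value below 0.05, with and without the block.

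**Figure D3:**
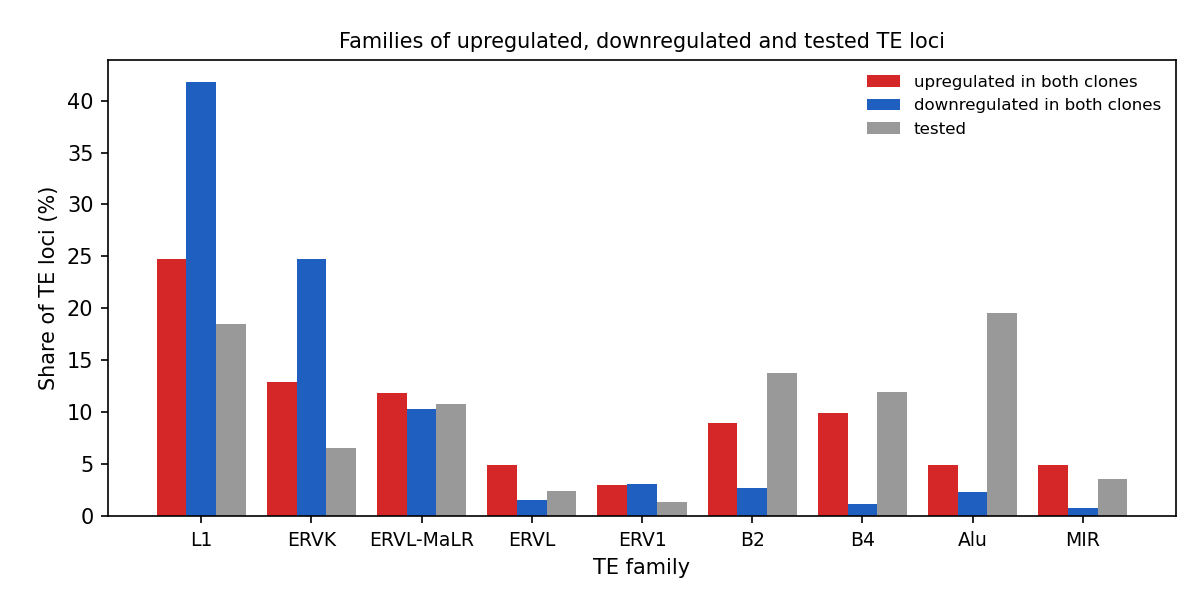
Percent of TE loci by family among the loci upregulated in both clones (101), downregulated in both clones (263) and tested (42783) in the rRNA-depleted libraries; the vertical axis starts at 0. ERVK makes up 12.9% of the upregulated and 24.7% of the downregulated loci against 6.52% of those tested, and L1 24.8% and 41.8% against 18.5%.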

To investigate whether de-repressed TEs correlated with nearby gene expression, we analyzed the intersection of upregulated TEs with significantly upregulated genes. We found that the 116 significant upregulated TEs were annotated by 136 genes (using the TE transcript by locus method, Supplementary Table S14). Among those genes, 29 genes (21.3%) were significantly upregulated as measured by RNA-seq (Figure 3H). The adipocytic lineage transcription factor, *Pparg*, was observed in this gene set, raising the possibility that the associated TE could serve as a regulatory element for *Pparg*. In addition, we observed 445 significantly downregulated TEs near 163 genes, of which 30 genes were also downregulated (Supplementary Figure S7C, Supplementary Table S15). These results demonstrate that *Atrx* KO leads to reduction of H3K9me3 on specific TEs including those in regions which potentially regulate an adipogenesis master regulator.

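In the TElocal counts, 263 TE loci were downregulated in both clones, and 315 with the replicate block, of which 237 were the same loci. The single clones had 475 (667 with the block) in sg5 and 426 (501) in sg6. With the adjusted *p* taken over TE loci alone, 174 loci were downregulated in both clones. Of the 263 loci, 146 had at most 3 counts in every KO library. The lowest loci were Lx5_dup10517 and L1ME4c_dup365, both L1 elements, and RLTR34B_MM_dup64, an ERVK element, each without counts in any KO library. Lx5_dup10517 had 41 to 102 counts in WT and was at least 14.8-fold lower in sg5 and at least 18.8-fold lower in sg6. L1ME4c_dup365 was at least 12.9-fold and 16.4-fold lower, and RLTR34B_MM_dup64 at least 10.8-fold and 13.8-fold lower. ERVs made up 104 of the downregulated loci, 39.5% (95% Wilson interval 33.8% to 45.6%), an odds ratio of 2.47 against the loci tested (Fisher's exact test, *p* = 9.45e-12), and 125 of the 315 (39.7%) with the block. L1 loci made up 110 (41.8%; Fisher's exact test, *p* = 1.55e-18). These tests of shares also take loci as independent, so their *p* values can be too small. Summed by family, 0 of 57 families fell in both clones in edgeR's test, adjusted or unadjusted. With the block, 3 fell at an unadjusted *p* value below 0.05 and 0 after adjustment. Genes near the loci were not analysed here. From TE expression and from H3K9me3 signal at TEs, which is not analysed here, the paper concludes that *Atrx* KO reduces H3K9me3 on specific TEs, some of them in regions that could regulate *Pparg*.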

### Loss of ATRX promotes chromatin accessibility and enrichment of active histone modifications at developmental genes

ATRX regulates euchromatin as well as heterochromatin (74), leading us to investigate whether the dysregulation of developmental transcriptional programs in MPCs that we see in *Atrx* KO was connected to changes in active histone modifications, such as H3K4me3 and H3K27ac. We hypothesized that loss of ATRX leads to gain of H3K4me3 in specific promoters and H3K27ac in enhancer-like regions. First, we investigated the distribution of H3K4me3 and H3K27ac in *Atrx* WT and KO MPCs and identified genomic features of differential peaks of H3K4me3 and H3K27ac in *Atrx* KO. As expected, H3K4me3 gained peaks in *Atrx* KO clones are highly represented at promoters (Supplementary Figure S8A, Supplementary Table S16). Enrichment of H3K27ac was mainly in introns, distal intergenic regions and promoters in *Atrx* KO lines (Supplementary Figure S8B, C, Supplementary Table S17).

Next, we examined the relationship between distribution of H3K4me3 at promoter regions and transcriptional profiles of those genes. Interestingly, less than half of genes upregulated in *Atrx* KO cells gain H3K4me3 at their promoters (Figure 4A) suggesting that other factors may mediate the increased expression in the group where H3K4me3 does not change. Focusing specifically on genes that gain H3K4me3 and are upregulated in an ATRX-dependent fashion, GO pathway analysis revealed genes related to angiogenesis and hormone secretion, the latter of which includes the adipogenesis master regulator, *Pparg* (Figure 4B, Supplementary Table S18).

**Figure 4.**
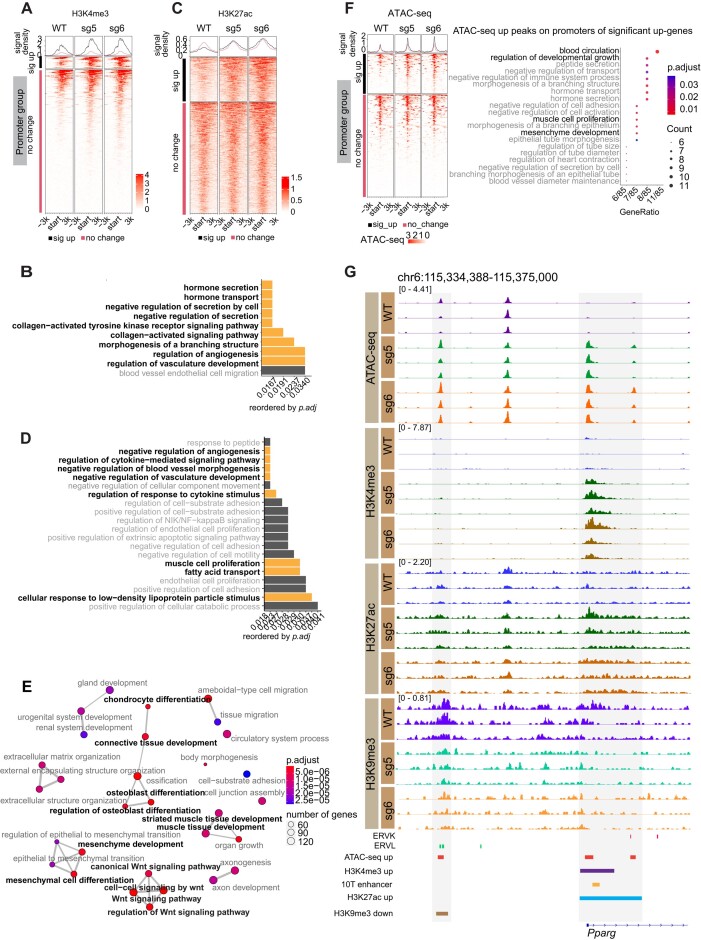
Loss of ATRX alters active chromatin marks and perturbs chromatin accessibility to induce expression of a key adipogenic regulator. (**A**) H3K4me3 signal around promoters of significantly upregulated genes grouped by whether H3K4me3 is gained (black bar) or unchanged (red bar) (**B**) GO terms (biological process) associated with H3K4me3 gained regions. (**C**) H3K27ac signal ±3 kb around the center of H3K27ac peaks near upregulated genes where H3K27ac is gained (black bar) or unchanged (red bar) (**D**) GO analysis (biological process) of H3K27ac significantly increased regions. (**E**) Network plot of gene programs associated with increased accessibility in *Atrx* KO lines. The terms labeled with bold black font indicate those related to the mesenchymal lineage. (**F**) Signal of ATAC-seq ±3 kb around the transcription start site (TSS) of genes that have significantly increased expression in *Atrx* KO MPCs and have an ATAC-seq peak in the TSS region. The regions are grouped based on whether the overlapping ATAC peak has significantly increased signal (black bar) or is unchanged (red bar). The dot plot shows the GO terms associated with upregulated genes. (**G**) IGV tracks of CUT&RUN and ATAC-seq replicates showing a region near the promoter of the *Pparg* gene. Enhancer annotation is from EnhancerAtlas 2.0 database (http://www.enhanceratlas.org/) (82) and converted to the mouse mm10 genome.

We also examined the distribution of H3K27ac, focusing on H3K27-gained regions near upregulated genes (Figure 4C). Genes in these regions were enriched in pathways that associated with cell development and fatty acid transport (Figure 4D, Supplementary Table S19). Our data suggests that *Atrx* KO in MPCs leads to changes in both the heterochromatic histone mark H3K9me3 and the euchromatic marks H3K4me3 and H43K27ac. Given the connection of these posttranslational modifications with chromatin compaction, we speculated that ATRX deficiency would lead to a shift in chromatin accessibility. To test this, we performed ATAC-seq, which demonstrated increased accessibility in *Atrx* KO cells at genes associated with mesenchymal development and differentiation (Figure 4E, Supplementary Table S20) (75–77). To investigate the connection of increased chromatin accessibility driven by ATRX deficiency and gene expression changes in *Atrx* KO clones, we separated ATAC-seq peaks at promoters of significantly upregulated genes (Supplementary Table S21) from those at non-promoter regions near or in the same genes (Supplementary Table S22) (Figure 4F). Similar to H3K4me3, while a minority of the upregulated genes showed increased accessibility at their promoters (Figure 4F), these genes were associated with development. The observation that a group of genes increased expression but did not gain chromatin accessibility suggests, as is in the analogous case of upregulated genes that did not gain H3K4me3, that indirect mechanisms may account for transcriptional changes upon deletion of ATRX. In addition, we performed motif analysis for regions with increased chromatin accessibility in *Atrx* KO MPCs. The top motifs include binding sites for a zinc finger protein (ZNF384), AP-1 family members (Jun, FOS), and Sox family transcription factors, which have a role in mesenchymal development (78–80) (Supplementary Figure S9A, Supplementary Table S23).

To understand the relationship between heterochromatin changes and increased chromatin accessibility in ATRX deficient MPCs, we intersected the ATAC-seq gained peaks (8750 peaks) that overlapped with regions showing decreased H3K9me3 (5074 peaks) and identified 162 overlapping regions (Supplementary Figure S9B). Despite this small number of overlapping peaks, GO analysis suggested that this subset was highly representative of programs related to development including in along the mesenchymal lineage (Supplementary Figure S9C, Supplementary Table S24). These results demonstrate that the increased chromatin accessibility coupled with a reduction in H3K9me3 at specific genes in *Atrx* KO MPCs is associated with altered gene expression and a pro-differentiation phenotype in *Atrx* KO MPCs.

### ATRX deficiency induces an active chromatin state at the promoter and putative regulatory element of the adipogenic transcription factor *Pparg*

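By library, *Pparg* in the polyA data was 23.7, 15.9 and 16.3 CPM in WT replicates 1 to 3, 63.3, 48.9 and 54.4 in sg5 and 50.5, 40.6 and 42.6 in sg6. Replicate 1 was the highest in each group. In the 9 edgeR fits that each left out one library, the log2 fold change of *Pparg* stayed between 1.47 and 1.78 in sg5 and between 1.15 and 1.46 in sg6. The highest adjusted *p* of these fits was 0.00202 in sg5 and 0.00473 in sg6 (quasi-likelihood test). The log2 fold change of *Pparg* in sg5 versus sg6 was 0.32, with an adjusted *p* of 0.399 without the replicate block and 0.0472 with it (same test).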

ATRX loss leads to an aberrant increase in expression of *Pparg* (Figure 1E), which is an important adipogenic transcription factor (81). In addition, in functional assays for adipocytic differentiation, PPARγ protein levels are markedly induced in *Atrx* KO MPCs immediately after induction of adipogenic differentiation (Figure 2B). In order to understand how these phenotypes are functionally linked to the epigenetic changes driven by ATRX deficiency, we investigated ATRX-dependent changes in the chromatin state near the *Pparg* gene. In *Atrx* KO MPCs the promoter of *Pparγ* showed increased accessibility and increased H3K4me3 and H3K27ac, suggesting a more active chromatin state (Figure 4G). Notably, previous work has identified a *Pparg* enhancer element in this same region (82) (Figure 4G, Supplementary Table S25), suggesting multiple mechanisms by which these chromatin changes could enhance *Pparg* expression. In addition, we observed a loss of H3K9me3 and increased accessibility at an ERVL element 20 kb upstream from the *Pparg* promoter, raising the possibility that it functions as an ATRX-dependent gene regulatory element for *Pparg*.

### ATRX associates with accessible and active chromatin in MPCs

To understand whether direct ATRX binding could influence the gene expression and chromatin changes observed in *Atrx* KO MPCs, we mapped ATRX binding sites using CUT&RUN. At telomeric regions, where ATRX is known to function with DAXX to deposit H3.3 and bind to G-quadruplex structures (6), ATRX signal was decreased in both knockout clones compared to WT (*P* < 0.05) (Supplementary Figure S10A). As an additional control, we detected ATRX peaks at zinc finger gene clusters (Supplementary Figure S10B), where ATRX is known to bind (83) that were lost in the *ATRX* KO MPC.

ATRX enrichment at the sites of active transcription start sites (TSS) was recently reported in lymphoblastoid cell lines, suggesting that ATRX has an important role in euchromatin where it regulates gene expression in addition to its more established role at heterochromatin (74). This is consistent with MPC ATRX peaks identified here (*n* = 114; *P*_adj_ < 0.05) (Supplementary Figure S10C, Supplementary Tables S26, S27), where we observed that of the 114 ATRX binding sites, 33.3% were located at promoter regions, and 38.6% were in distal intergenic regions (Figure 5A). The remainder associated with 5′UTRs (5.3%), exons (7.9%), 3′UTRs (2.6%) and introns (12.3%). Mapping ATRX binding sites onto the ChromHMM-defined chromatin states revealed an association with active transcription start sites (TSS, State 8) (Figure 5B). Comparing the ATRX binding sites to *Atrx* WT ATAC-seq peaks, we found that 87.7% (100/114) of ATRX binding sites overlapped with chromatin accessible regions (Figure 5C, Supplementary Table S28). ATRX binding corresponded to H3K27ac enriched regions in 56.1% (64/114) of cases (Supplementary Figure S10D, Supplementary Table S29). Interestingly, in the intersection of H3K27ac occupied regions with ATRX binding sites, 70.3% (45/64) were in non-promoter regions, suggesting a potential role for a subset of ATRX at active enhancers in MPCs (Supplementary Figure S10E, Supplementary Table S30).

**Figure 5.**
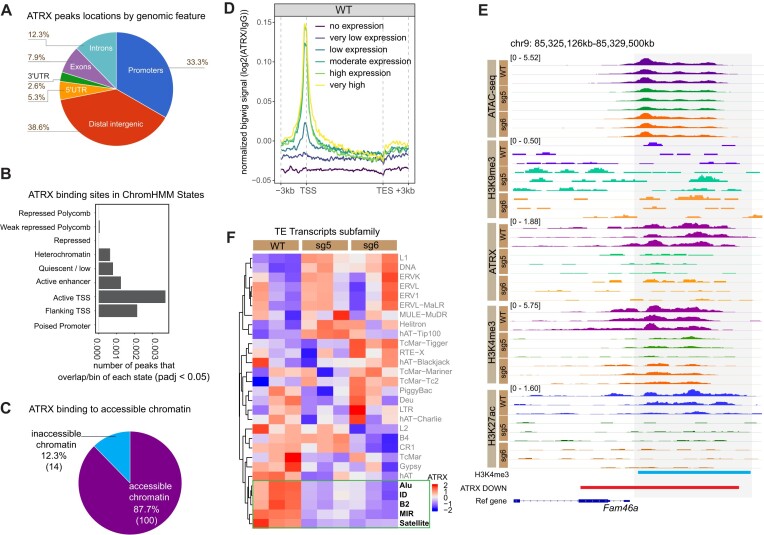
ATRX binding to active chromatin. (**A**) ATRX binding sites by genomic feature. (**B**) Overlap of ATRX binding sites with chromatin states excluding state 5 (artifact/blacklist). x-axis indicates the level of ATRX binding calculated by: (number of ATRX peaks that overlap state bins)/(total bins with that state). (**C**) The percentage of ATRX peaks that overlap ATAC-seq peaks. (**D**) ATRX signal near TSS in gene groups binned based on expression levels. The genes were grouped as follows: ‘no expression’ indicates that TPM (transcripts per million) = 0, ‘very low expression’ indicates the quintile of TPM between 0 and 20%, ‘low expression’ indicates the quintile of TPM between 20 and 40%, ‘moderate expression’ indicates the quintile of TPM between 40 and 60%, ‘high expression’ indicates the quintile of TPM between 60 and 80%, and ‘very high expression’ indicates the quintile of TPM between 80 and 100%. (**E**) IGV tracks at the *Fam46a* gene region. (**F**) Heatmap of ATRX signal over repetitive elements (n=3).

Given that ATRX peaks were often localized to open chromatin and active promoters, we explored the relationship between ATRX binding and gene expression. Genes were binned based on expression and ATRX signal was quantified around the TSS of genes in each group (Figure 5D). The most highly expressed genes had the greatest ATRX signal, whereas non-expressed genes had no ATRX enrichment at the TSS. For example, *Fam46a*, which is known to downregulated in differentiating adipocytes (84) and was significantly downregulated in *Atrx* KO MPCs (Supplementary Figure S10F) has an ATRX binding site at its promoter region (Figure 5E). This association of ATRX with active genes is similar to a recent report in a hematopoietic lineage (74) and suggests that ATRX may play a role in maintaining and potentially establishing gene expression in the mesenchymal cells. However, given that only a subset of ATRX binding sites correlate with changes in gene expression in *Atrx* KO MPCs (Supplementary Table S27), there are likely other mechanisms by which ATRX regulates transcription. 

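*Fam46a* is listed by its current symbol, *Tent5a*, and lies on chromosome 9 of GRCm38 from 85320439 to 85327348. In the polyA libraries it fell from 17.6 ± 3.401 CPM in WT (SD, n = 3) to 3.96 ± 2.56 in sg5 and 1.41 ± 0.705 in sg6, and every KO library was below every WT library. The log2 fold change was −2.15 (standard error 0.45, adjusted *p* = 0.00743) in sg5 and −3.66 (standard error 0.49, adjusted *p* = 0.000663) in sg6, from edgeR's quasi-likelihood test, and with the replicate block −2.24 (adjusted *p* = 0.00537) and −3.71 (adjusted *p* = 0.000692). Tested against a log2 fold change of 1, *Tent5a* no longer passed in sg5 (adjusted *p* = 0.0879, glmTreat). The ATRX binding site at its promoter was not analysed here.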

One possibility may be an indirect mechanism via binding and chromatin-mediated regulation of transposable elements which in turn influence transcription. In support of this possibility, we observed that ATRX binds several families of repetitive elements, including SINEs (*Alu*, *ID*, B2, MIR) and Satellite DNAs (Figure 5F), a finding that was confirmed by a second analysis method (Supplementary Figure S10G). In addition, the ATRX binding sites were enriched for binding motifs of specific transcriptional regulators, such as REST (85), PBX3 (86), and NFYC/A (87,88) (Supplementary Figure S10H).

### ATRX loss in undifferentiated pleomorphic sarcoma leads to epigenetic changes and de-repression of TEs

To investigate the epigenetic consequences of ATRX deficiency in a human mesenchymal malignancy, we used a patient-derived undifferentiated pleomorphic sarcoma (UPS) cell line (29) to establish *ATRX* KO clones and a WT isogenic control (Figure 6A, Supplementary Figure S11A). UPS are deficient for ATRX in up to third of cases (8–10), making UPS a clinically relevant context to study ATRX loss in cancer. The parental UPS line is p53 deficient with retained RB1 at the protein level, which reflects one of several UPS genotypes (8,29).

**Figure 6.**
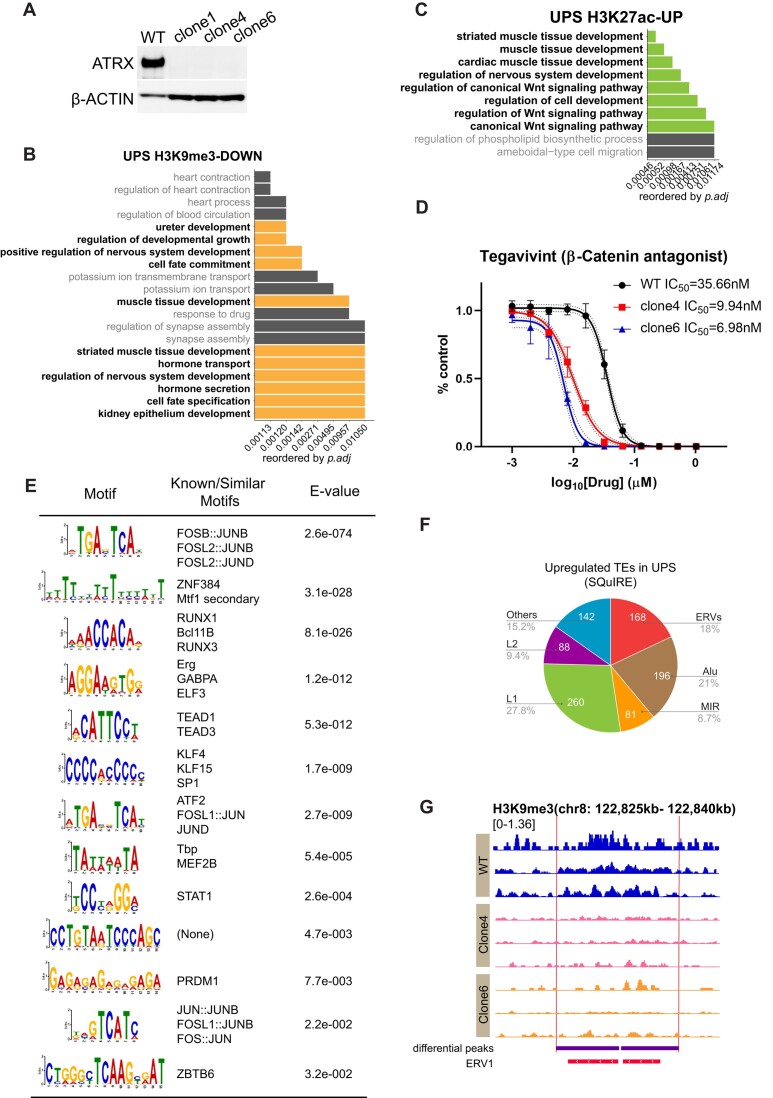
Undifferentiated pleomorphic sarcoma cells lines deficient for ATRX have dysregulated chromatin, de-repress TEs, and are sensitive to Wnt pathway inhibition. (**A**) Immunoblot demonstrating ATRX protein loss in UPS lines. β-ACTIN acts as loading control. (**B**) The GO analysis (biological process) for significant (*P* ≤ 0.05) H3K9me3-lost regions. (**C**) The GO analysis (biological process) for significant (*P* ≤ 0.01) H3K27ac-up regions. (**D**) Dose–response curve for UPS viability normalized to vehicle control following 72 h of treatment with tegavivint. Three biological replicates were performed. The log(IC_50_)s are significantly different for each cell line (*P* < 0.0001, *F*test). Dashed lines, 95% confidence interval; error bars, standard deviation. (**E**) Motif analysis for UPS ATAC-up peaks in *ATRX* KO clones using MEME. (**F**) Percentages of each family of TEs upregulated in *ATRX* KO versus WT UPS. The upregulated transposable elements were mapped at an individual locus level. (**G**) IGV tracks show a representative H3K9me3 differential peak at an ERV1 element. The purple bars indicate differential H3K9me3 peaks. The red bars show a human ERV1 element. Within each sample genotype, each track represents an independent biologic replicate.

To understand the epigenetic role for ATRX in sarcomas, we performed an analysis of H3.3, H3K9me3 and H3K27ac landscapes in two UPS *ATRX* KO clones and a WT control and determined chromatin accessibility by ATAC-seq. As in the MPC model, ATRX loss resulted in an expected significant depletion of H3.3 signal at telomeres (Supplementary Figure S11B). H3K9me3 peaks were significantly lost and gained in the *ATRX* KO clones and were enriched near genes in pathways relevant for development (Figure 6B, Supplementary Figure S11C, Supplementary Tables S31, S32), which is similar to our observation in ATRX deficient mesenchymal progenitor cells (Supplementary Figure S4D, E). Notably, we observed more pathways specific for mesenchymal development in the UPS lines, perhaps reflecting the degree of lineage commitment in the UPS cell of origin, which is yet to be defined.

The active chromatin mark, H3K27ac, was significantly gained in the *ATRX* KO UPS in regions associated with development, particularly in mesenchymal pathways (Figure 6C, Supplementary Table S33), which also similar to MPCs (Figure 4D). This includes the Wnt pathway, which is an important regulator of mesenchymal differentiation (89) and which gained accessible chromatin upon ATRX loss in the MPC context (Figure 4E). To explore the functional consequence of this epigenetic change, we treated ATRX deficient versus retained UPS with tegavitint, a β-Catenin antagonist, to disrupt Wnt signaling. The *ATRX* KO UPS clones had 3.5- to 5-fold lower IC_50_s (9.9 and 6.9 nM) compared to the WT control (35 nM) suggesting a differential dependency on Wnt signaling based on ATRX status (Figure 6D). Notably, tegavivint is being investigated in a therapeutic trial in mesenchymal malignancies (NCT04851119).

In UPS, loss of ATRX led to increased chromatin accessibility, including at genes related to development (Supplementary Figure S11D, Supplementary Table S34). A motif analysis of these newly accessible chromatin regions demonstrated putative binding sites for AP-1 and zinc finger family transcription factors among the most significant predictions (Figure 6E). This is concordant with the most significant predicted binding sites newly accessible regions in MPCs with ATRX loss (Supplementary Figure S9A), suggesting a similar role for ATRX in both contexts. The gained accessibility at AP-1 sites in both the UPS and MPC contexts was particularly notable since deficiency of SETDB1, an H3K9 methyltransferase that interacts with ATRX, leads to opening of chromatin in multiple cell lines at AP-1 motifs at TEs (90).

Transcriptionally, ATRX deficiency in UPS resulted in the significant upregulation of 539 genes and downregulation of 566 downregulated genes in common between the two clones compared to wildtype (Supplementary Figure S12A, B). Gene set enrichment analysis highlighted pathways involved in cell cycle regulation and mitosis among upregulated genes and in genes involved in immune response among downregulated genes (Supplementary Figure S12C, Supplementary Table S35). Notably, similar pathways were downregulated in an ATRX deficient (versus *Atrx* WT) mouse model of UPS (91) suggesting that while ATRX has an important role in regulating transcription in both MPC and UPS, the specific consequences of ATRX deficiency may depend on context, potentially including concurrent p53 loss of function, an event shared in both the human cell lines (29) and mouse UPS (91).

In MPCs, ATRX loss was associated with upregulation of TE expression leading us to additionally focus on TE expression in the mesenchymal malignancy context. In *ATRX* KO UPS compared WT, there were 935 significantly upregulated TE transcripts present in common between clones, which include 168 ERVs (Figure 6F, G, Supplementary Table S36). These results were similar observations in MPCs (Figure 3E–G). To additionally validate the association of ATRX loss and TE de-repression in the UPS context, we analyzed RNA-seq data from a study reporting a mouse model of ATRX deficient versus retained UPS (91). TEs were upregulated in the *Atrx* KO tumors, with the ERV superfamily, including ERV1, ERVL and ERVK, predominating (Supplementary Figure S12D, Supplementary Table S37). Together, these data support an important role for ATRX in maintaining the repression of TEs in both the mesenchymal progenitor and mesenchymal malignancy contexts.

## Discussion

The mesenchymal lineage gives rise to connective tissues. Sarcomas, which are cancers of connective tissues, have recurrent loss of ATRX in up to 30% of specific subtypes, suggesting the potential importance of ATRX deficiency in sarcoma biology and possibilities for precision medicine approaches to treatment (8). However, while ATRX loss is known to contribute to the alternative lengthening of telomere phenotype in sarcomas, the functions of ATRX in the epigenetic regulation of gene expression and downstream processes in the mesenchymal context is less understood.

Given the important role for ATRX regulating epigenetic states and the intersection of epigenetics with development, we hypothesized that loss of ATRX would affect cell commitment in mesenchymal progenitor cells. We demonstrated that the *Atrx* KO MPCs were sensitive to differentiation induction and exhibited reduced progenitor properties. At the transcriptional level, ATRX loss increased expression of adipogenesis regulators and markers, including *Pparg*, which is an early and direct master regulator of adipogenesis (81). We then investigated ATRX mediation of these phenotypes through epigenetic changes, with a focus on several potential and non-exclusive mechanisms (Figure 7).

**Figure 7.**
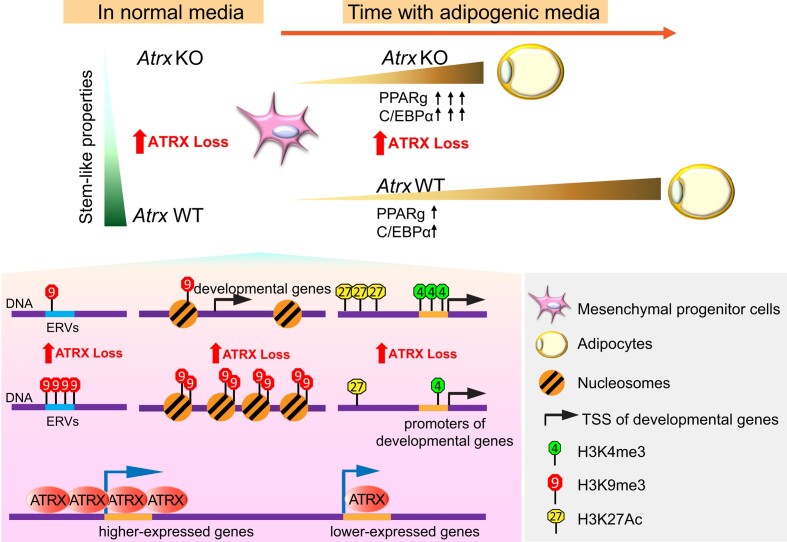
Model for ATRX-dependent chromatin and gene regulation in MPCs. *Atrx* KO MPCs demonstrate reduced stem-like properties, such as slower proliferation, reduced colony formation and downregulated mesenchymal stemness gene expression. In adipogenic media, *Atrx* KO MPCs exhibit accelerated adipocytic differentiation and expression of adipogenic transcription factors. We propose a potential model in which these phenotypes are regulated by multiple epigenetic mechanisms at developmental genes including loss of H3K9me3 near promoters and at ERVs with putative *cis-*regulatory functions, gain of chromatin accessibility, and enrichment of active histone marks. In addition, loss of direct binding of ATRX, which is associated with high levels of genes expression, may contribute. Together, these mechanisms could explain gene expression changes in ATRX deficient MPCs, which in turn mediate differentiation in the mesenchymal lineage context.

First, ATRX deficiency promotes chromatin accessibility and increased transcription at genes associated with mesenchymal differentiation including *Pparγ* and *Fabp4*. Whether ATRX regulates chromatin accessibility directly or indirectly remains an interesting question to be addressed in future work. Second, the loss of ATRX leads to changes in histone posttranslational modifications at specific loci, including the heterochromatin mark H3K9me3 and active chromatin marks, H3K4me3 and H3K27ac. The genes associated with H3K9me3-depleted heterochromatin regions in ATRX-deficient cells are relevant for differentiation and development. This suggests that loss of this repressive mark may create a chromatin environment permissive to signals that activate these programs, which is consistent with the accelerated and increased differentiation phenotype observed in *Atrx* KO MPCs following simulation with adipogenic media.

In addition, ATRX deficiency leads to the loss of H3K9me3 at ERVs, which could represent another potential mechanism for the transcriptional changes induced by ATRX loss given that ERVs can serve as *cis-*regulatory elements and have also been shown to change expression during development (92,93). Finally, histone marks associated with active transcription were also altered upon ATRX loss. We observed increased H3K4me3 at promoters and H3K27ac enrichment near significantly upregulated genes. This suggests that increased H3K4me3 and H3K27ac may also contribute to the induction of mesenchymal development programs

Third, ATRX may regulate gene expression through direct interactions with active chromatin. Recent reports in lymphoblastoid cell lines shows that 38% of ATRX binding sites are localized to promoters (74), which is consistent with our results demonstrating that approximately one-third of ATRX binding sites in MPCs occur at promoters. In contrast, ATRX binding sites in murine embryonic stem cells are mainly restricted to distal intergenic regions and gene bodies, with only 1% on promoters (94). While in murine neuroepithelial progenitors, 17% of ATRX binding sites were located in promoters (94). Therefore, ATRX binding sites differ depending on the cell and developmental contexts with a trend towards increased association with promoters in lineage specific progenitors compared to less differentiated stem cells. Our findings demonstrate that ATRX is not only required for maintaining heterochromatin, but that it may also regulate gene expression through binding to active chromatin regions, consistent with this recently discovered role for ATRX. In our system, ATRX binding was associated with increased gene expression. However, whether ATRX occupancy directly drives transcriptional upregulation is unclear since only a subset of genes near ATRX binding sites are downregulated following ATRX loss. We speculate that ATRX binding might regulate gene expression changes through a distal enhancer mechanism in the case of ATRX binding sites that do not influence expression of nearby genes. In support of this, ATRX signal was decreased at several types of SINEs in *Atrx* KO MPCs, including *Alu*, *B2*, *B4*, *ID* and MIR, which act as transcription factor binding sites (*Alu*(95), MIR (96)) or harbor promoter-like (*B2*) (97) or enhancer-like features (*B4)* (98), respectively.

Our findings demonstrate that ATRX restricts differentiation in mesenchymal progenitor cells. Deletion of ATRX leads to aberrant de-repression of the lineage-restricted transcriptome, accompanied by changes in chromatin accessibility and histone post-translation modifications near transposable elements and at specific genes associated with differentiation. We observed similar changes in histone modifications and chromatin accessibility in a patient-derived UPS cell in which we knocked out ATRX. At the transcriptional level, ATRX deficient UPS cells upregulated TEs, including ERVs, a finding we also observed in a re-analysis of datasets from a mouse model of ATRX deficient UPS (91). In addition, epigenetic changes in ATRX deficient UPS led us to uncover a selective sensitivity of ATRX deficient UPS cell to Wnt pathway inhibition by tegavivint. This warrants further preclinical investigation in UPS, particularly since tegavivint is being evaluated in clinical trials for patients with mesenchymal tumors. While we would not expect full concordance between the sequelae of ATRX loss in the mesenchymal progenitor and the transformed mesenchymal malignancy context, the overall effects on epigenetic dysregulation and de-repression of TEs was similarly observed in both settings.

Our findings raise several questions including whether the changes observed in active histone marks, chromatin accessibility, and de-repression of ERVs after *Atrx* KO occur through direct or indirect mechanisms and how these epigenetic changes contribute to the pathogenesis or may invoke therapeutic opportunities in sarcomas in which ATRX loss is common (e.g., UPS and leiomyosarcoma). One intriguing possibility is that ATRX loss creates a permissive chromatin and transcriptional context in which mesenchymal progenitors are susceptible to subsequent sarcomagenic events such as loss of *TP53* and *RB1* (8) or the aberrant expression of specific transcription factors. Overall, results presented herein expand our understanding of the epigenetic consequences of ATRX function in in the mesenchymal context.

## Supplementary Material

gkae160_Supplemental_Files

## Data Availability

All genomic and transcriptional data of MPCs and human UPS cells were deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE240030. Code is available in Zenodo at https://zenodo.org/doi/10.5281/zenodo.10668665.

# Supplementary material for: ATRX guards against aberrant differentiation in mesenchymal progenitor cells
**Source:** Nucleic Acids Res. 2024 Mar 13;52(9):4950–68. doi: 10.1093/nar/gkae160
**Supplement:** gkae160_Supplemental_Files

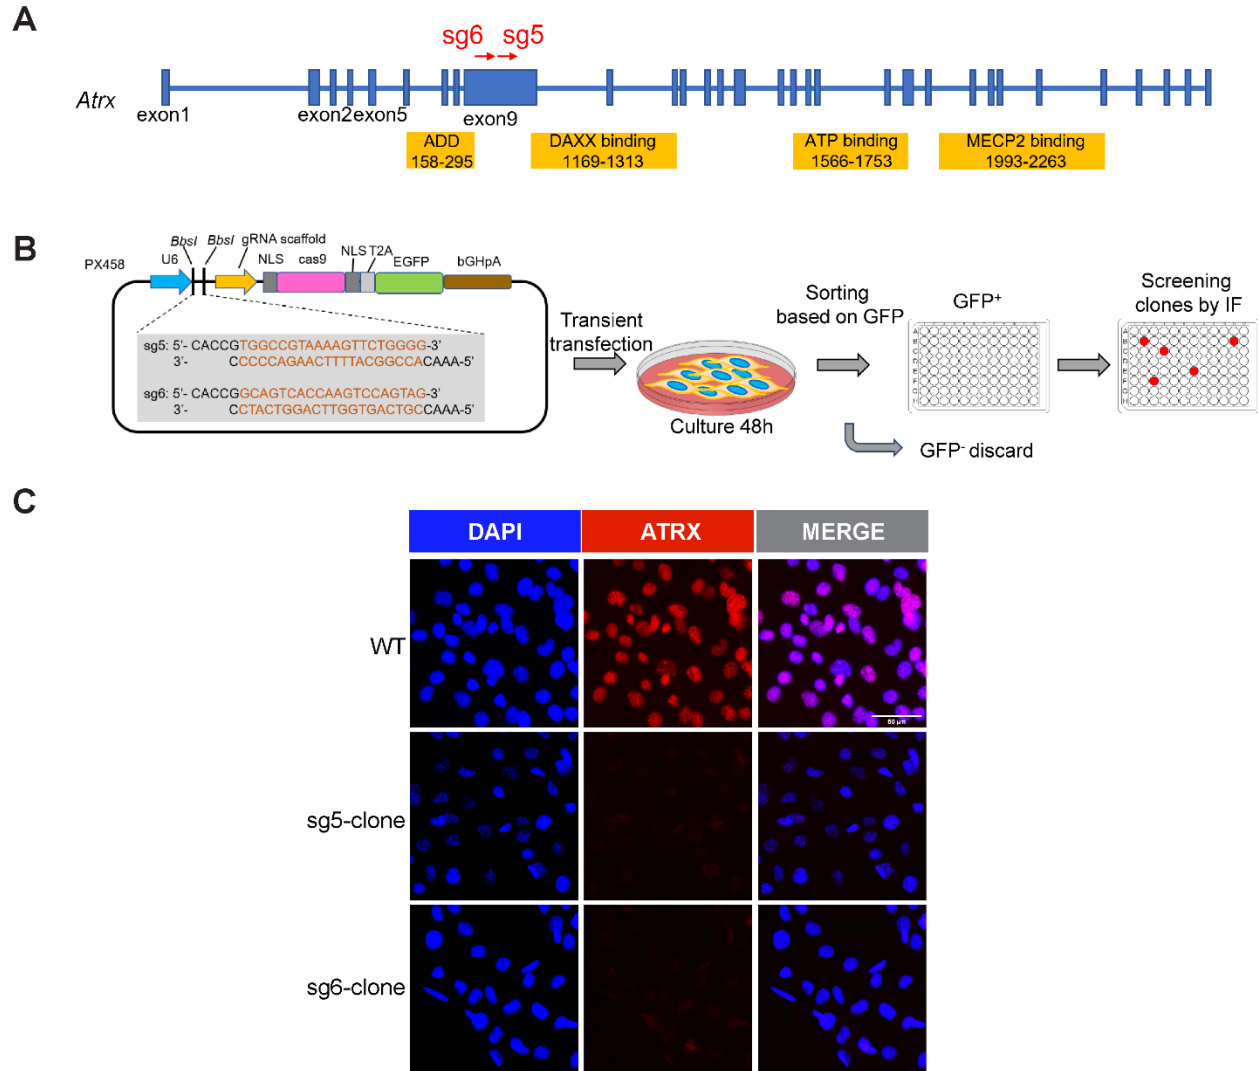

**Supplementary Figure S1: Generating ATRX knockout in C3H/10T1/2 cells. (A)** Schematic of the mouse *Atrx* gene structure. The yellow boxes indicate *Atrx* domains; blue boxes are the exons. The red arrows show the sgRNA target locations. **(B)** Workflow for establishing ATRX KO MPCs. The plasmid containing cas9 and sgRNAs targeting *Atrx* (WT control used an empty vector) was transiently transfected in cells. After 48 h, single cells expressing GFP were seeded in a 96 well plate (one cell per well). After 10 days, the cells were screened for ATRX expression (see panel **C**). Knockout clones from two different sgRNA were used in downstream experiments. **(C)** Immunofluorescence staining of ATRX in *Atrx* KO vs WT isogenic pairs. The scale bar is 50  $\mu$ m.

**Supplementary Figure S2: Loss of ATRX significantly perturbs the transcriptome of mesenchymal progenitor cells.** (A) and (B) Volcano plots of each *Atrx* KO clone. The red points show genes which  $\log_2\text{foldchange} > 2$  or  $< -2$  and  $p < 0.01$ . The blue points indicate genes with  $\log_2\text{foldchange} > 2$  or  $< -2$  and  $p$  value  $> 0.01$ . Green points indicate genes with  $\log_2\text{foldchange}$  between  $-2$  to  $2$  and  $p < 0.01$ . Black dots indicate genes with  $\log_2\text{foldchange}$  between  $-2$  to  $2$  and  $p > 0.01$ . (C) Boxplots for transcripts of interest. (D) GO analysis (biological process) for significantly down-regulated genes. Cutoffs used were  $\log_2\text{foldchange} < -1$ , and  $p_{adj} < 0.05$ .

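The volcano plots draw the log2 fold change of each gene against its *p* value, clone by clone. With a log2 fold change beyond 2 and an edgeR adjusted *p* value below 0.01, where the legend does not say whether *p* is adjusted, 151 genes were upregulated and 487 downregulated in sg5. In sg6, 181 were upregulated and 544 downregulated at this threshold. Between the clones, 64 genes were higher and 72 lower in sg5 than in sg6.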

**A**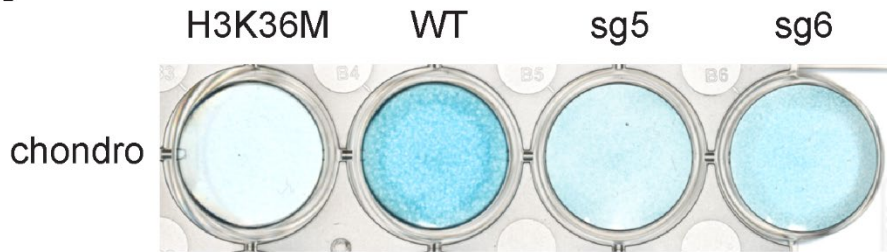**B**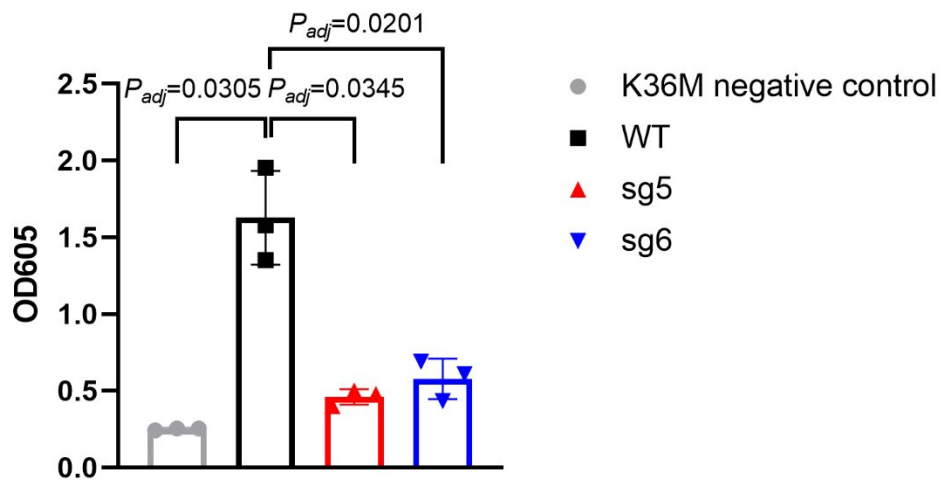

**Supplementary Figure S3: ATRX deficiency inhibits MPC differentiation into chondrocytes.**

**(A)** Alcian blue staining for chondrocytes. chondro: chondrocyte differentiation media treatment.

**(B)** Quantification of chondrocyte differentiation. The y-axis shows the optical density (OD) of the solubilized Alcian blue after chondrocyte staining. K36M indicates the H3K36M oncohistone negative control. Data from three biological replicates are plotted with each point representing individual value from each replicate  $p_{adj}$  was calculated by a post hoc comparison to WT following a paired one-way ANOVA .

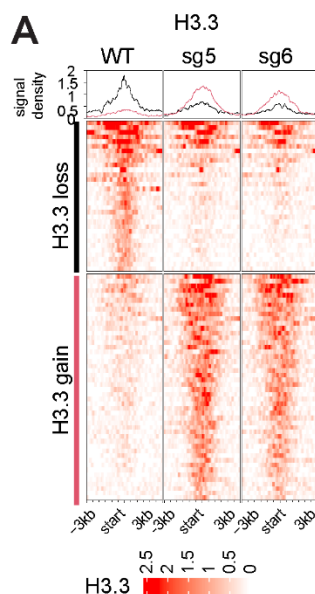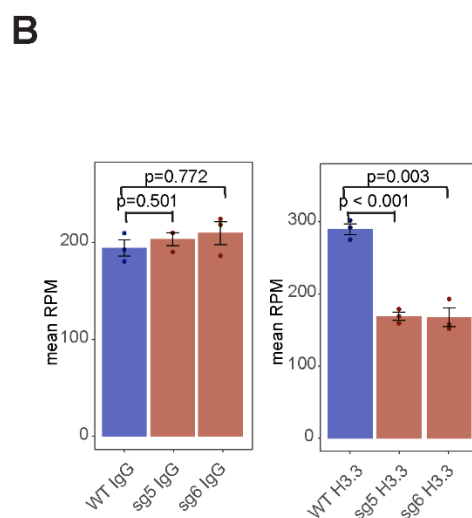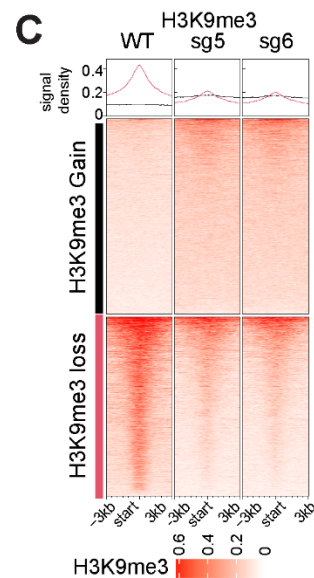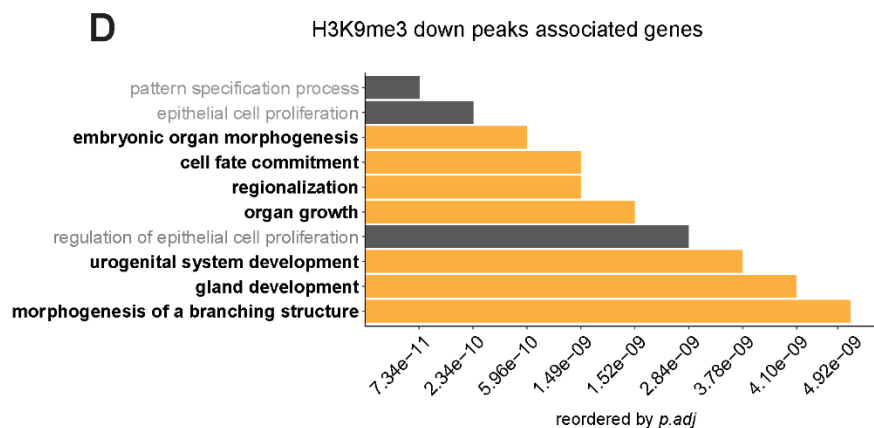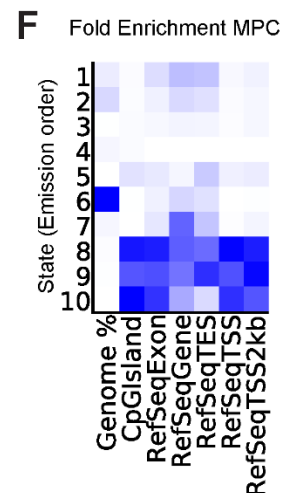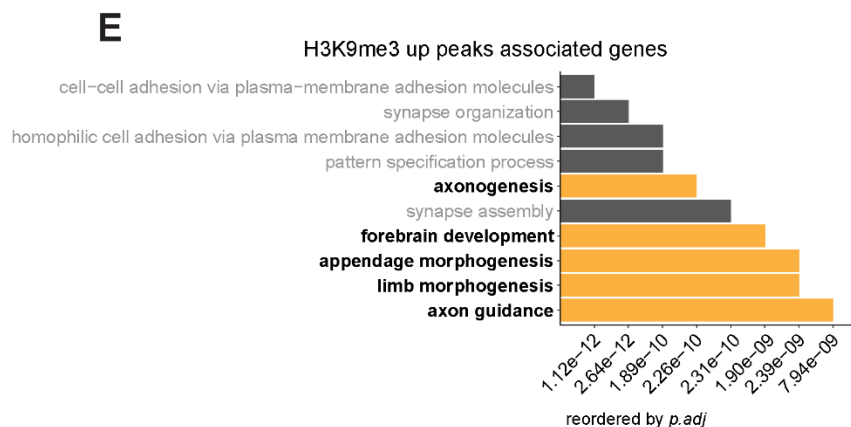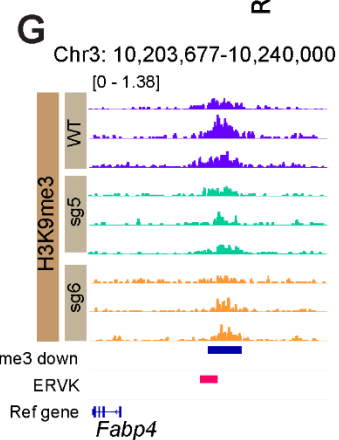

**Supplementary Figure S4: *Atrx* KO MPCs gain and loose H3.3 and H3K9me3 at specific loci.** (A) Tornado plot of H3.3 signal at differential regions. (B) IgG and H3.3 signal at telomeric regions. RPM reads assigned per million mapped reads. The error bars show the standard deviations. The points show the data from individual biological replicates. *p* values were calculated using an unpaired one-way ANOVA with Tukey's method for post hoc comparison. (C) H3K9me3 on differential regions. (D) The GO analysis (biological process) for significant ( $p \leq 0.05$ ) H3K9me3-lost regions or (E) H3K9me3-gained regions associated genes. (F) Average genome coverage and annotation of genic and non-genic elements in chromatin states determined by ChromHMM. (G) The Integrative genomic viewer tracks show H3K9me3 signals on *Fabp4* gene region. The blue bar shows the H3K9me3 significant down peaks ( $p$ -value < 0.05). The pink bar shows mouse ERVK elements.

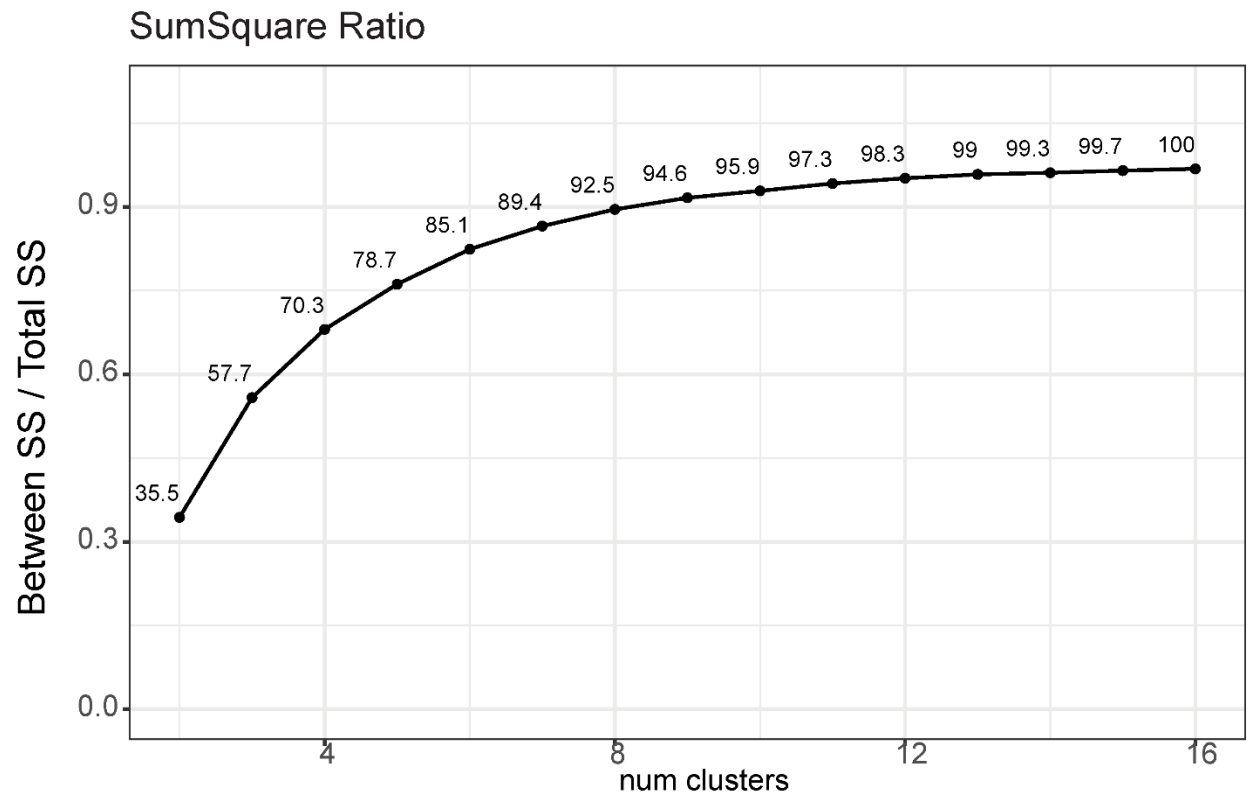

**Supplementary Figure S5: ChromHMM model.** We established chromatin states using a multivariate hidden Markov model (ChromHMM) (64). The plotted line demonstrates k-means clustering of the emission probabilities from *Atrx* WT model. We used the number of states that k-means equals to or higher than 95%. SS, sum of squares.

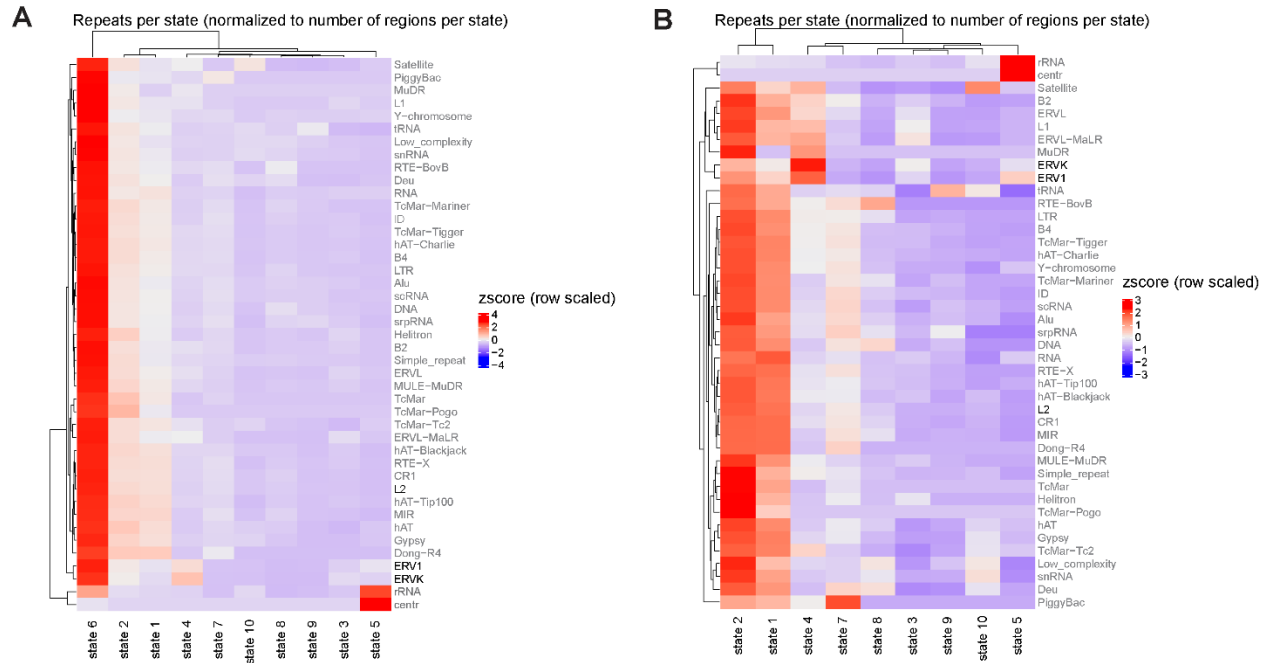

**Supplementary Figure S6: Enrichment of repetitive elements in chromatin states. (A)** Heatmap of enrichment of repetitive elements in all ChromHMM-derived 10 states. **(B)** Heatmap of enrichment of repetitive elements in 9 states excluding quiescent regions (state 6).

**A**

H3K9me3 SQUIRE  
sg5 vs WT  
(Log<sub>2</sub>foldchange < -0.5 &  $p_{adj}$  < 0.05)

| Repeat elements           | log2FoldChange | padj     |
|---------------------------|----------------|----------|
| IAPA_MM-int:ERVK:LTR      | -0.816496869   | 0.039844 |
| IAPEz-int:ERVK:LTR        | -0.793516217   | 0.001854 |
| IAPLTR1_Mm:ERVK:LTR       | -0.721368856   | 0.042289 |
| ERVB2_1-I_MM-int:ERVK:LTR | -0.662394548   | 0.019362 |

**B**

H3K9me3 SQUIRE  
sg6 vs WT  
(Log<sub>2</sub>foldchange < -0.5 &  $p_{adj}$  < 0.05)

| Repeat elements       | log2FoldChange | padj     |
|-----------------------|----------------|----------|
| IAPLTR1_Mm:ERVK:LTR   | -0.821470048   | 0.005677 |
| IAPEz-int:ERVK:LTR    | -0.802215015   | 0.00232  |
| IAPA_MM-int:ERVK:LTR  | -0.788499776   | 0.033545 |
| IAPLTR2a2_Mm:ERVK:LTR | -0.700587849   | 0.020823 |
| IAPLTR1a_Mm:ERVK:LTR  | -0.696345914   | 0.02403  |
| IAPLTR2_Mm:ERVK:LTR   | -0.652599169   | 0.040852 |
| RLTR4_MM-int:ERV1:LTR | -0.585097342   | 0.024024 |

**C**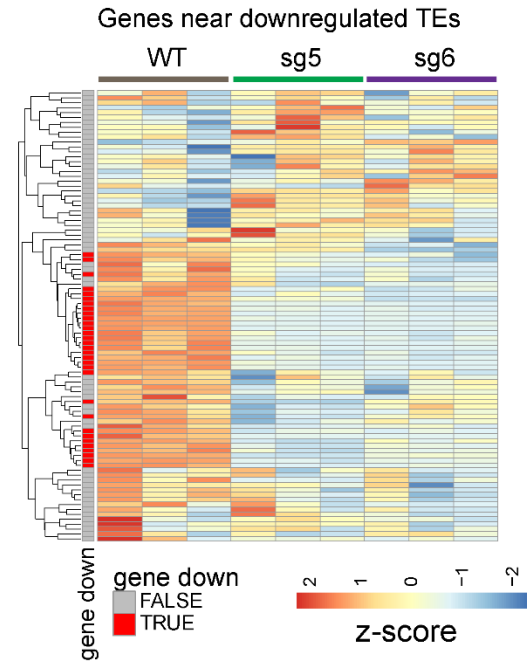

**Supplementary Figure S7: The association of H3K9me3 and TE expression.** TEs associated with H3K9me3 loss (log<sub>2</sub>foldchange < -0.5 with  $p_{adj}$  < 0.05) in each of two *Atrx* KO clones (**A**) and (**B**) vs WT MPCs. (**C**) The heatmap shows gene expression near downregulated TEs (TRUE: log<sub>2</sub>foldchange < -1 with  $p_{adj}$  < 0.05).

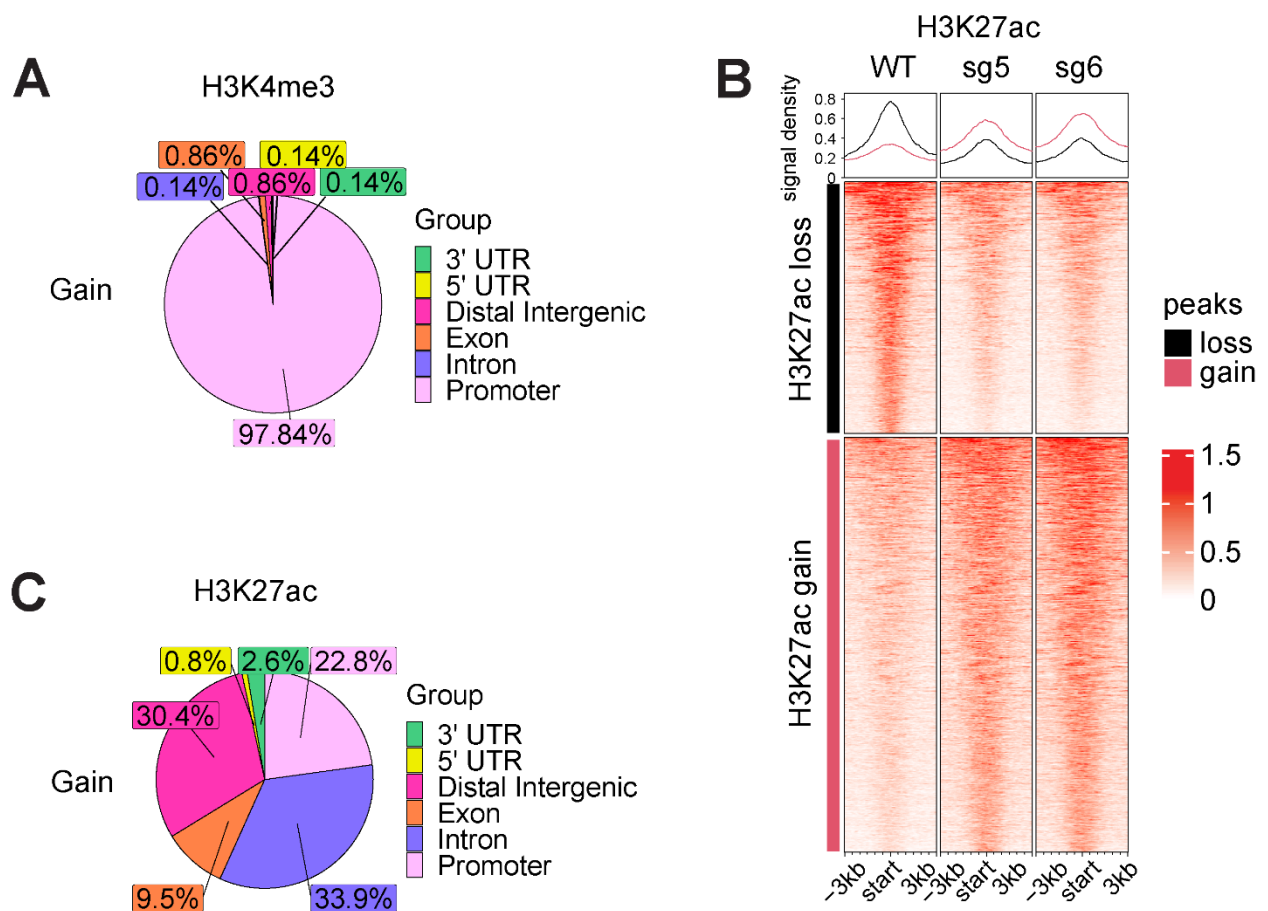

**Supplementary Figure S8: ATRX deficiency alters the distribution of active chromatin marks and chromatin accessibility. (A)** Relative distribution of H3K4me3 gained peaks in *Atrx* KO MPCs by genomic feature. **(B)** Tornado plot of H3K27ac at differential regions. **(C)** Relative distribution of H3K27ac gained peaks in *Atrx* KO MPCs by genomic features.

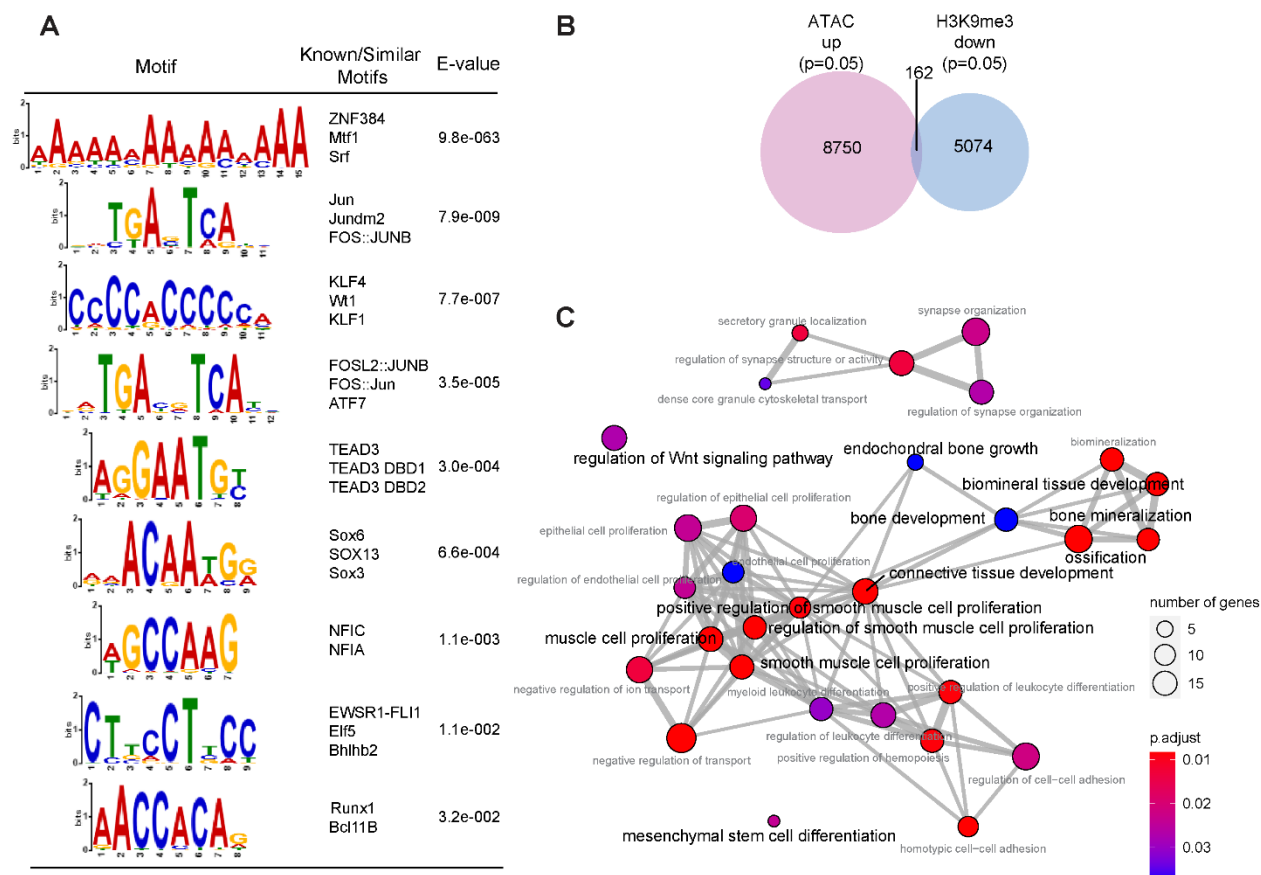

**Supplementary Figure S9: H3K9me3 depleted regions that gain chromatin accessibility are enriched in developmental genes in *Atrx* KO MPCs. (A) Motif analysis (MEME) of ATAC peaks gained from ATRX deficiency. (B) The intersection of ATAC-seq gained with lost H3K9me3 regions in *Atrx* KO versus WT MPCs. (C) Network plot of gene sets associated with the intersecting peaks in (A). Only significant ( $p_{adj} < 0.05$ ) terms are shown.**

**A**

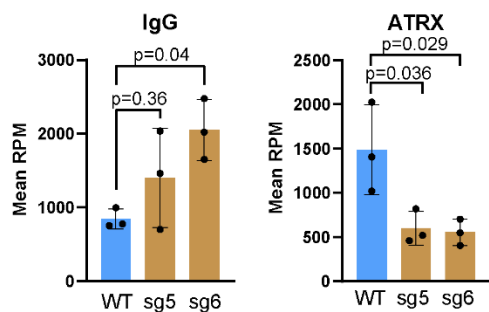

**B**

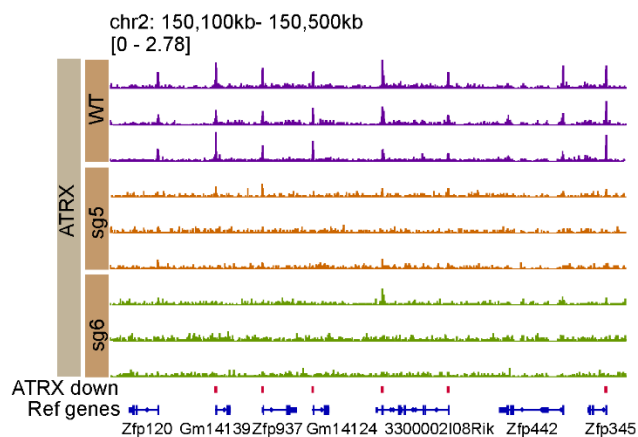

**C**

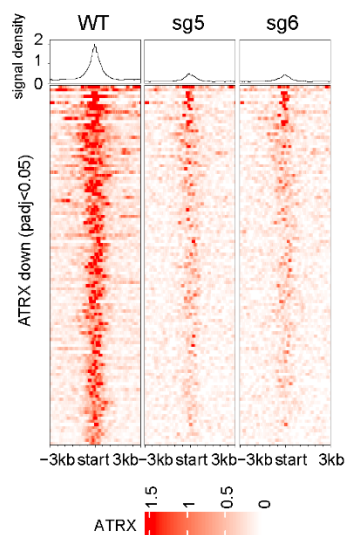

**D**

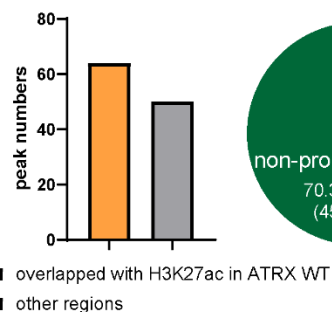

**E**

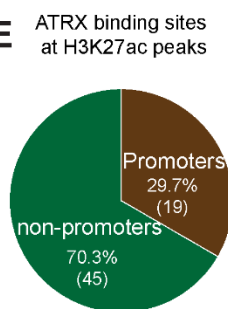

**F**

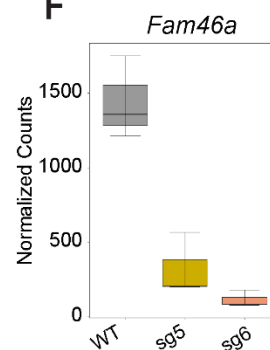

**G**

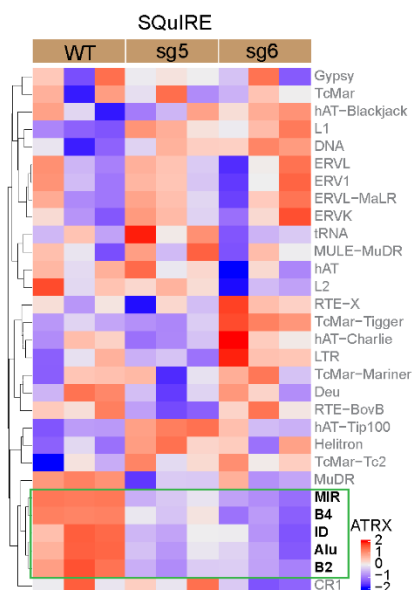

**H**

ATRX binding sites motif prediction (MEME)

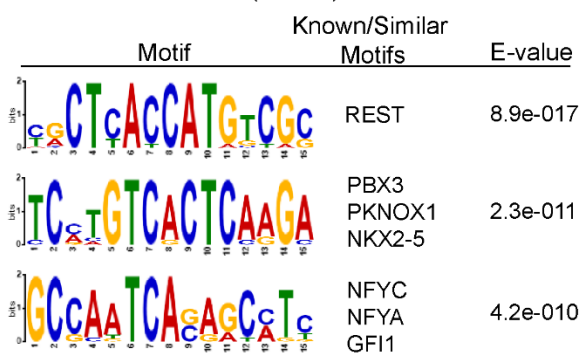

**Supplementary Figure S10: ATRX binds to repetitive elements in heterochromatin and to active regions in euchromatin** **(A)** ATRX and IgG signal at telomeric regions. The bar plots show IgG and ATRX signals on telomeres, respectively. The error bars show the standard deviations. The points show the data from individual biological replicates. *p* values were calculated using an unpaired one-way ANOVA with Tukey's method for post hoc comparison. RPM (Reads per million mapped reads) assigned per million mapped reads. **(B)** Integrative genomic viewer tracks show typical regions of ATRX peaks (pink bars) at Zinc finger gene clusters. **(C)** ATRX signal at peak regions that have significantly higher signal in *Atrx* WT vs KO cells ( $p_{adj} \leq 0.05$ ). **(D)** The numbers of ATRX binding sites overlapped with H3K27ac enriched peaks in WT group. **(E)** The percentage of ATRX binding sites at H3K27ac-enriched regions in *Atrx* WT cells. **(F)** Boxplot of normalized counts of *Fam46a* transcripts in MPC lines based on RNA-seq. **(G)** SQuIRE analysis shows that ATRX signals are reduced on specific repetitive elements. **(H)** Motif analysis (MEME) of ATRX binding sites in MPCs.

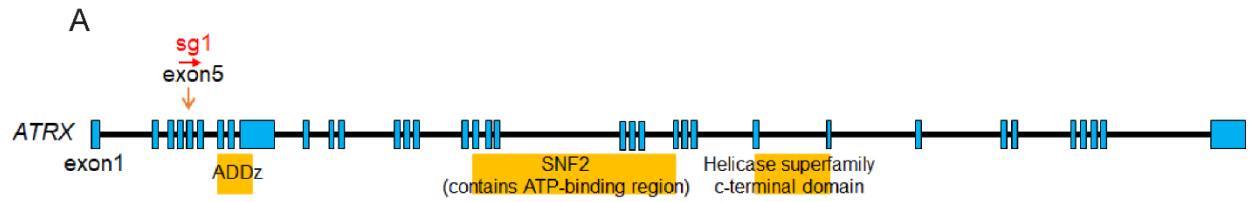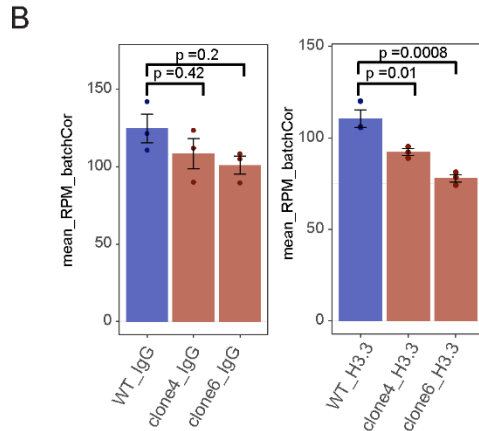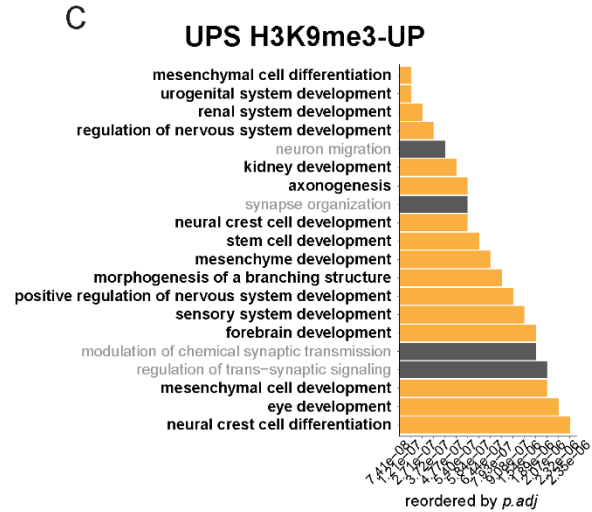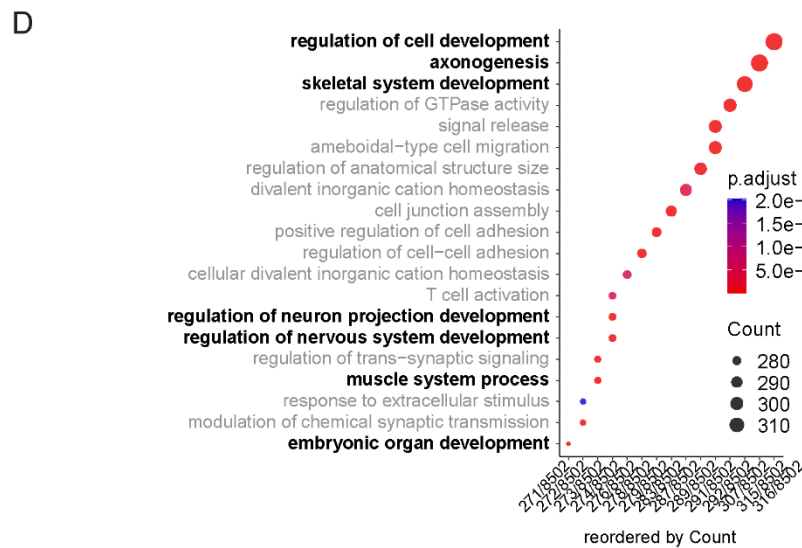

**Supplementary Figure S11. CUT&RUN and ATAC-seq analysis of *ATRX* KO versus WT UPS lines.** **(A)** Schematic of the of human *ATRX* gene structure. The yellow boxes indicate *ATRX* domains; blue boxes are the exons. The red arrows show the sgRNA target location. **(B)** IgG and H3.3 signal at telomeric regions. RPM reads assigned per million mapped reads. The error bars show the standard deviations. The points show the data from individual biological replicates. *p* values were calculated using an unpaired one-way ANOVA with Tukey's method for post hoc comparison. **(C)** The GO analysis (biological process) for significant ( $p \leq 0.05$ ) H3K9me3-gained regions associated genes. **(D)** Bar plot of gene programs associated with increased accessibility in *ATRX* KO UPS lines. The terms labeled with bold black font indicate those related to development.

**A**

significant upregulated genes  
(Log2FC > 1 & *p.adj* < 0.05)

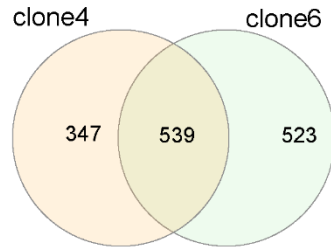

**B**

significant downregulated genes  
(Log2FC < -1 & *p.adj* < 0.05)

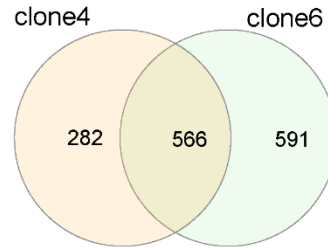

**C**

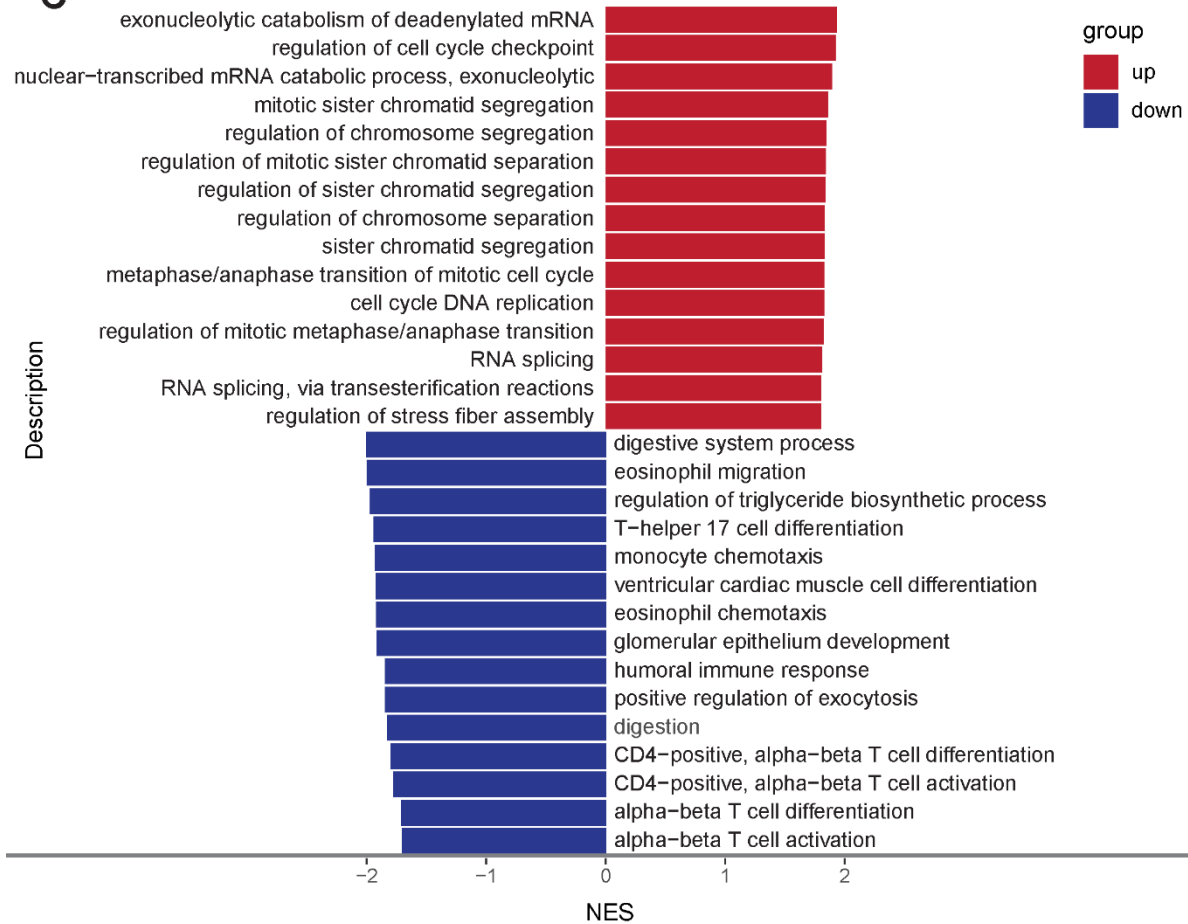

**D**

Upregulated TEs in *Atrx* KO mouse model  
(SQuIRE)

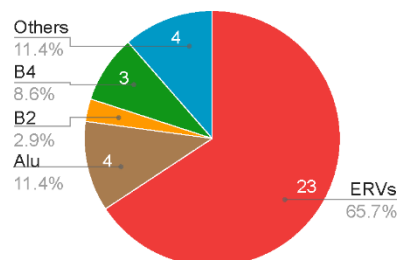

**Supplementary Figure S12. Transcriptomic changes in ATRX deficient UPS. (A)** The intersection of significantly upregulated genes ( $\log_2\text{foldchange} > 1$ ,  $p_{adj} < 0.05$ ) or **(B)** significantly downregulated genes ( $\log_2\text{foldchange} < -1$ ,  $p_{adj}$  value  $< 0.05$ ) in both human UPS *ATRX* KO clones based on polyA-selected RNA-seq datasets. **(C)** Bar plot of GSEA gene ontology (GO) (biological process) analysis for significant upregulated and downregulated genes from (A) and (B). The red bars show upregulated pathways, and the blue bars show downregulated pathways. The NES indicates the normalized enrichment scores. All shown pathways are significant ( $p_{adj} < 0.05$ ). **(D)** Percentages of each family of TE up-regulated in *ATRX* KO mouse UPS vs WT based on a polyA-selected RNA-seq dataset (88). The upregulated transposable elements were mapped at an individual locus level.

# Supplementary material for: ATRX guards against aberrant differentiation in mesenchymal progenitor cells
**Source:** Nucleic Acids Res. 2024 Mar 13;52(9):4950–68. doi: 10.1093/nar/gkae160
**Supplement:** gkae160_Supplemental_Files

**Supplementary Table legends**

| Table number | Name of the table |
| --- | --- |
| Supplementary Table S1 | Up genes in both clones with Log_2_foldchange >1. |
| Supplementary Table S2 | Down genes in both clones with Log_2_foldchange < -1 |
| Supplementary Table S3 | GO analysis of up genes (biological process) |
| Supplementary Table S4 | Normalized count numbers of RNA-seq datasets |
| Supplementary Table S5 | GO analysis of down genes (biological process) |
| Supplementary Table S6 | GO analysis of H3K9me3_down peaks (GREAT, *p<*0.05) |
| Supplementary Table S7 | GO analysis of H3K9me3_up peaks (GREAT, *p<*0.05) |
| Supplementary Table S8 | GO analysis of H3K9me3 down peaks in State3 (GREAT) |
| Supplementary Table S9 | GO analysis of H3K9me3 down peaks in State4 (GREAT) |
| Supplementary Table S10 | GO analysis of H3K9me3 down peaks (CS) overlapped with RNA-seq significant up genes |
| Supplementary Table S11 | SQUiRE analysis of H3K9me3 (sg5 vs. WT) |
| Supplementary Table S12 | SQUiRE analysis of H3K9me3 (sg6 vs. WT) |
| Supplementary Table S13 | rRNA-depletion seq_SQUiRE analysis in both clones |
| Supplementary Table S14 | Genes over up TEs in polyA seq and rRNA-dep seq |
| Supplementary Table S15 | Genes over down TEs in polyA seq and rRNA-dep seq |
| Supplementary Table S16 | H3K4me3 genomic features in both clones |
| Supplementary Table S17 | H3K27ac genomic feature in both clones |
| Supplementary Table S18 | GO analysis of H3K4me3 up peaks over upregulated genes (Stringent) |
| Supplementary Table S19 | Go analysis of H3K27ac up peaks over upregulated genes (Stringent) |
| Supplementary Table S20 | GO analysis of ATAC-seq up peaks (*p*<0.001) in both clones |
| Supplementary Table S21 | GO analysis of ATAC up peaks(promoters) over upregulated genes |
| Supplementary Table S22 | GO analysis of ATAC up peaks (non-promoters) over upregulated genes |
| Supplementary Table S23 | MPC ATAC-up motif analysis |
| Supplementary Table S24 | ATAC up peaks over H3K9me3 down peaks (*p<*0.05) |
| Supplementary Table S25 | 10T cell enhancers |
| Supplementary Table S26 | All differential peaks of ATRX without significance filtered |
| Supplementary Table S27 | Significant ATRX binding sites (*p_adj_*<0.05) |
| Supplementary Table S28 | ATRX significant binding sites over ATAC peaks in WT (GREAT) |
| Supplementary Table S29 | ATRX significant binding sites over H3K27ac peaks in WT (GREAT) |
| Supplementary Table S30 | ATRX significant binding sites over H3K27ac non-promoter peaks in WT(GREAT) |
| Supplementary Table S31 | UPS GO analysis of H3K9me3_down peaks (GREAT, *p<*0.05) |
| Supplementary Table S32 | UPS GO analysis of H3K9me3_up peaks (GREAT, *p<*0.05) |
| Supplementary Table S33 | UPS GO analysis of H3K27ac up peaks in both clones (Stringent, *p<*0.01) |
| Supplementary Table S34 | UPS GO analysis of ATAC-seq up peaks in both clones (*p<*0.05) |
| Supplementary Table S35 | UPS DESeq-GSEA-GOBP |
| Supplementary Table S36 | UPS SQuIRE analysis in both clones (*p<*0.05) |
| Supplementary Table S37 | Published mouse UPS RNA-seq dataset SQuIRE analysis |
| Supplementary Table S38 | ATAC-seq index primers |

How the deposited data were processed for this re-analysis (not part of the article)

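RNA of C3H/10T1/2 mesenchymal progenitor cells was measured in 18 libraries, 9 from polyA-selected RNA and 9 from rRNA-depleted RNA. Each kind of library covers 3 lines: *Atrx* WT, a line that received the empty Cas9 vector, and 1 KO clone for each sgRNA, sg5 and sg6. Each line has 3 libraries, so n = 3 counts libraries of a single line, and a difference between a clone and WT includes whatever else differs between these lines. Conditions and replicate numbers were taken from the sample labels and the paper.

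For the polyA libraries, the authors used Rfastp, Salmon v0.8.1 on the mm10 known genes and tximport v1.8.0, and deposited the estimated count of each gene without normalization. The deposited expected counts are whole numbers, and they were rounded to whole numbers again before testing, which changed none of them. For the rRNA-depleted libraries, the authors aligned reads with STAR and deposited the read count of each gene and TE locus from TElocal v1.1.1, without normalization. TElocal shares out reads with several alignments, so a count of a young TE locus can include reads of its near-identical copies. The paper's text does not state the strand setting of either counting. All per-sample columns of both tables were used.

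Library totals ran from 27544833 to 80772108 in WT, 161036799 to 235346363 in sg5 and 58918732 to 71896907 in sg6 for polyA, and from 20135336 to 33187136 over all rRNA-depleted libraries. A gene at 0 counts is below 3 counts per library. Fold changes against such a group are given as lower bounds, computed from the mean of the other group against 3 counts. Such floors and the Wilson intervals of shares cover counting error only.

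Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Features with low counts were removed by edgeR's filterByExpr (minimum count 10, minimum total count 15, large group size 10, minimum proportion 0.7), libraries were scaled by TMM, and the quasi-likelihood test was applied to all 9 libraries of a kind in a single fit with 3 groups. For genes, the threshold was a log2 fold change beyond 1 with a Benjamini-Hochberg adjusted p below 0.05, as in the paper; for TE loci it was the adjusted p alone. A gene or locus counts as changed in both clones when it passes in sg5 versus WT and in sg6 versus WT. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, on lists of marker genes written for 5 lineages or cell types and for the interferon response. ERV shares were compared with the loci tested by Fisher's exact test. This test and the Wilson intervals treat loci as independent, although TElocal shares out reads among loci. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

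The replicate numbers come from the sample labels. The main fits have no replicate block, because the paper's methods name none, and each result was also fitted with the replicate number as a block. The other alternatives were DESeq2 1.42.0 with its own size factors, median-of-ratios size factors in edgeR, no filter on low counts, at least 10 counts in every library, only the 2 groups compared, a test against a log2 fold change of 1 (glmTreat), a log2 fold change beyond 2 with an adjusted p below 0.01, an adjusted p over TE loci alone, TMM factors from genes or from TE loci alone, a log2 fold change beyond 1 for TE loci, ERVs without the MaLR family, camera with an estimated correlation or a prior count of 0.5, and the fits that each leave out one library. Apart from the block itself, none of these alternatives included a block. The designs, thresholds, gene lists and these alternatives were set before the data were examined. Chosen after seeing the data were counts thinned to the smallest library, fold changes centred on each chromosome's median, and, for the gene sets, the block and the fits that leave out one library.

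The genes named are those whose RNA level the paper names in these data, the 5 highest and 5 lowest genes past the threshold in both clones with an average log2 CPM of at least 1 and every KO library beyond every WT library, ranked by the smaller change, and marker genes past the threshold in both clones. The TE loci named are the 3 highest and 3 lowest chosen the same way without the minimum level. *Xist* and the genes named beside it in the observations after this section were chosen after their values were seen. Gene positions and sequence shared between genes (as 31-base words of transcripts) come from the GENCODE annotation of GRCm38.

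Each step was tested on simulated data made from the real means, library sizes and dispersions. In these, 200 of the features were changed by a log2 fold change of 2, up or down. In the polyA simulation, edgeR found 197 of 200 changed genes among 15480 in both clones, with 0 false calls, and DESeq2 188 with 1 false call. In the rRNA-depleted simulation, edgeR found 70 of 200 changed features among 56086 and DESeq2 79, both with 0 false calls. The raised gene set was found, and 0 of the unchanged sets were called. All 20 genes of the raised set were raised by that amount, and genes were drawn independently of each other. The simulation thus does not test camera on smaller shifts or on genes that vary together.

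The relation of TE loci to nearby genes was not analysed, because the loci are named without coordinates. GO enrichment, H3K9me3, ATAC-seq and ATRX binding data were not analysed here.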

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

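Of the tests below, those of thinned counts, of chromosome 13, of *Xist* in the rRNA-depleted libraries and of an additional active X chromosome were chosen only after the result they bear on was seen.

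The clones differed from each other. In a direct test, 211 polyA genes were higher and 193 lower in sg5 than in sg6 (269 and 245 with the replicate block), and in the 9 fits that each left out one library the numbers ran from 147 to 228 and from 139 to 195. Of the 10 splits of the 6 KO libraries into groups of 3, 4 part every same-numbered pair, and only 1 of these 4, the real one, gave as many genes in either direction; the other 6 splits gave 0 genes. With 4 splits the share cannot go below 0.05, so this count of splits cannot exclude an accidental grouping. The sg5 libraries hold more counts than the sg6 libraries. With every library thinned to the smallest total, 199 of the 404 genes (49.3%) were still called in the same direction, but fewer counts alone remove calls, so this test does not separate the clones from their depth. The fold change between the clones had a Spearman rho of 0.142 with transcript length and of −0.199 with GC content across genes (largest absolute value 0.199), over the 93.1% of genes with values. This is too weak for a bias that accounts for the pattern and too strong to leave it out. Of the 193 genes lower in sg5 than in sg6, 180 had a known chromosome, and 12 of these 180 (6.67%) lie on chromosome 13. Among the 14406 tested genes with a known chromosome the share was 3.80% (Fisher's exact test on these genes, p = 0.0497). The median sg5 versus sg6 log2 fold change of chromosome 13 was −0.33, against −0.12 to 0.10 on the other chromosomes, and in the rRNA-depleted libraries its medians against WT were −0.06 in sg5 and 0.19 in sg6. A copy number of chromosome 13 that differs between the clones cannot be told apart from this shift. With fold changes centred on each chromosome's median, an alternative chosen after seeing the data, polyA genes higher in sg5 than sg6 numbered 211 and polyA genes lower in sg5 than sg6 190, so chromosome 13 does not account for most of the genes. Of 314 of these genes tested in the rRNA-depleted libraries, 298 (94.9%) changed in the same direction, which goes against an origin in the preparation of the polyA libraries. The rRNA-depleted totals of the clones overlap, from 20135336 to 27302736 in sg5 and from 24153790 to 29137820 in sg6, so these directions do not follow the depth of the polyA libraries. There, 74 genes were higher and 123 lower in sg5 than in sg6 (136 and 156 with the replicate block), so genes also pass where the totals overlap. The number of polyA genes that pass cannot be told apart from effects of depth or of length and GC content.

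The same comparison in the rRNA-depleted libraries gave 44 TE loci that were higher and 22 that were lower in sg5 than in sg6 (62 and 37 with the replicate block). No technical explanation was tested for these loci, and no biological explanation was tested either.

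*Xist* also differed between the clones. It was 1871 ± 339 CPM in WT (SD, n = 3), 1434 ± 160 in sg5 and 0.476 ± 0.0680 in sg6, and the log2 fold change of sg5 versus sg6 was 11.56 (adjusted p = 2.67e-08, edgeR's quasi-likelihood test; 1.24e-06 at most in the fits that each left out one library). Its level in sg5 was also lower than in WT, by less than the threshold: the log2 fold change was −0.38 (adjusted p = 0.0775, same test; 0.0132 with the replicate block). In the rRNA-depleted libraries it was −0.84 (adjusted p = 0.0297, same test; 0.00544 with the block), with every sg5 library below every WT library. *Xist* is the RNA that coats an inactive X chromosome. In the rRNA-depleted libraries the log2 fold change of sg5 versus sg6 was 10.49, so the preparation of the polyA libraries does not account for it. If the X chromosome had been reactivated in sg6, X-linked genes would be higher there; the median sg6 versus sg5 log2 fold change of 490 X-linked genes was −0.0368 relative to autosomal genes, which goes against it. If the X chromosome that expresses *Xist* were absent from sg6, genes that escape X inactivation would be lower; the 10 genes on a list of them had a median log2 fold change of −0.36, and 10 of 10 were lower in sg6. A candidate explanation is thus that sg6 lost the X chromosome that expresses *Xist*. Since *Atrx* is X-linked, the copies of *Atrx* that each clone carries could differ too, which was not tested.

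The paper reports the rRNA-depleted libraries for TEs alone. Their gene counts gave 181 genes upregulated and 348 downregulated in both clones at the threshold used for polyA genes (246 and 429 with the replicate block). Of 519 of these genes tested in the polyA libraries, 515 (99.2%) changed in the same direction in both clones and 421 passed the threshold there as well, which goes against an origin in the preparation of the rRNA-depleted libraries. The largest absolute Spearman rho of the mean fold change with transcript length or GC content was 0.0373. Of the 40 splits of the 9 libraries drawn from the 108 possible ones into 3 groups that each hold every replicate number, 1, the real one, gave as many upregulated genes and 1 as many downregulated genes. The other 3 splits that kept the WT libraries together gave 157 to 166 and 282 to 295 genes, and the 36 that mixed WT with KO libraries a median of 0. These tests leave a difference between the KO clones and the WT line as the hypothesis. They do not separate *Atrx* itself from other differences between the lines.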

How the results depend on the processing

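Each result was recomputed with a single choice changed at a time. For results that moved, the cause was not tested. Among the summary results, 319 values stayed within 1.5 times the reported one and 87 moved; among the results for single genes, loci, families and sets, 2005 were the same, 132 were weaker, 9 stronger, 41 moved and 23 reversed.

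In the polyA data, DESeq2, median-of-ratios size factors, no filter, fits of the 2 groups compared and the replicate block kept every count of genes within 1.5 times of the reported one, and so did fold changes centred on each chromosome's median, an alternative chosen after seeing the data. A test against a log2 fold change of 1 (glmTreat) left 112 genes up and 387 down in both clones, 173 and 521 in sg5, 226 and 594 in sg6, and 69 higher and 72 lower in sg5 than in sg6. A log2 fold change beyond 2 with an adjusted p below 0.01 left 95 and 374 in both clones, 151 and 487 in sg5, 181 and 544 in sg6, and 64 and 72 between the clones. Both are stricter thresholds on the same values. With at least 10 counts in every library, 499 genes were down in both clones, 657 down in sg5, 372 up and 730 down in sg6, and 120 lower in sg5 than in sg6. Changed genes with fewer than 10 counts in any library are removed by design there. With counts thinned to the smallest library, also chosen after seeing the data, 517 was the number of polyA genes down in both clones, and 130 were higher and 96 lower in sg5 than in sg6. Leaving out one library at a time gave 253 to 374 genes up and 717 to 940 down in both clones.

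For gene sets, an estimated correlation between genes left 0 sets past the threshold, where the reported number was 2 (0 to 3 over the alternatives). The direction reversed for sets far from the threshold: chondrogenic in sg5 with the replicate block (adjusted p = 0.977; 0.448 to 0.995 with one library left out; 0.974 to 0.987 over the alternatives), muscle in sg6 with the block (adjusted p = 0.977; 0.845 to 0.984 with one library left out), and muscle in sg5 with one library left out (0.855 to 0.990).

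Counts of TE loci depended more on the processing. DESeq2 gave 171 TE loci up in both clones, 483 TE loci up in sg5, 292 TE loci up in sg6 and 55 ERV loci up in both clones. Without a filter, 163 loci were up and 434 down in both clones, 452 and 763 in sg5, 367 and 739 in sg6, with 60 ERVs up in both clones and 276 rRNA-depleted genes up. With at least 10 counts in every library, 32 loci were up and 31 down in both clones, 113 and 127 in sg5, 48 and 65 in sg6, with 10 ERVs up, an ERV share of 51.6% among loci down in both clones, and 118 genes up and 125 down. This filter removes by design changed loci and genes that are near the floor in WT or in a clone. The replicate block gave 160 loci up in both clones and 497 up in sg5. With the adjusted p over TE loci alone, 45 loci were up and 174 down in both clones, 124 and 269 in sg5 and 98 up in sg6, with 18 ERVs up. Without the MaLR family, the ERV share of loci up in both clones was 20.8%, against 10.3% of the loci tested. With one library left out at a time, loci up in both clones numbered 43 to 105 and down 100 to 288, in sg5 120 to 312 and 188 to 537, in sg6 81 to 240 and 170 to 524, ERVs up 14 to 36, the ERV share of loci down 39.4% to 45.7%, rRNA-depleted genes up 107 to 197, and families down 0 to 2. The ERV share of TE loci up in both clones stayed between 20.8% and 40.0% over the alternatives, and between 30.8% and 40.4% with one library left out.

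Of the log2 fold changes of whole TE families, those of ERV1, ID and MIR changed sign, while those of ERVK, ERVL, ERVL-MaLR, L1, Alu, B2 and B4 stayed negative in both clones in every fit. TMM factors from TE loci alone reversed ERV1 in sg5 (0.0257), ID in sg5 (0.0084) and MIR in sg5 (0.0916), and the MIR family log2 fold change sg5 versus WT also reversed with DESeq2 (0.0381), median-of-ratios size factors (0.0381), no filter (0.0261) and the 2 groups compared (0.0113). With one library left out, ERV1 ran from −0.131 to 0.0154 in sg5 and −0.142 to 0.0192 in sg6, ID in sg6 from −0.134 to 0.0088, and MIR from −0.0456 to 0.0742 in sg5 and −0.130 to 0.0047 in sg6.

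The direction of TE loci and of the genes that overlap them, with or without exons, was not run, because the loci are named without coordinates.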

Differences from the paper's values

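The paper reports 445 downregulated TEs, and its text does not state whether they are common to both clones. The TElocal counts gave 263 loci in both clones, 475 in sg5 and 426 in sg6, so a difference exists only if the paper's number is for both clones. For loci in both clones, no filter on low counts (434), DESeq2 (324), fits of the 2 groups compared (319) and the replicate block (315) came within 1.5 times of the paper's number. All the other alternatives set before the data were examined, the fits that leave out one library included, did not.

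The remaining differences are with loci upregulated in both clones by family in Fig. 3G, read by eye. A gap counts as closed here when the number came within 1.5 times of the paper's, above or below it. The paper's text names SQuIRE for its loci, so settings applied to TElocal counts cannot show the cause of a difference. For Alu the paper's number is about 9 in Fig. 3G and the reported one 5. Median-of-ratios size factors (7), fits of the 2 groups compared (6), the replicate block (13), TMM factors from TE loci alone (7) and some of the fits that leave out one library closed this gap; DESeq2 (14), no filter (14), at least 10 counts in every library (3), TMM factors from genes alone (5), an adjusted p over TE loci alone (2) and a log2 fold change beyond 1 (5) did not. For B2 the paper's number is about 16 in Fig. 3G and the reported one 9. DESeq2 (13), no filter (18), the replicate block (15) and TMM factors from TE loci alone (11) closed it; median-of-ratios size factors (10), at least 10 counts (1), the 2 groups compared (7), TMM factors from genes alone (8), an adjusted p over TE loci alone (3), a log2 fold change beyond 1 (9) and every fit that leaves out one library did not. For MIR the paper's number is about 8 in Fig. 3G and the reported one 5. DESeq2 (10), no filter (6), the 2 groups compared (6), the replicate block (11) and some of the fits that leave out one library closed it; median-of-ratios size factors (5), at least 10 counts (5), TMM factors from genes alone (4) or TE loci alone (5), an adjusted p over TE loci alone (2) and a log2 fold change beyond 1 (5) did not. For B4 the paper's number is about 5 in Fig. 3G and the reported one 10. The 2 groups compared (7), an adjusted p over TE loci alone (4) and some of the fits that leave out one library closed it; DESeq2 (16), median-of-ratios size factors (10), no filter (16), at least 10 counts (2), the replicate block (15), TMM factors from genes alone (8) or TE loci alone (10) and a log2 fold change beyond 1 (10) did not.

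The paper states that *Fabp4* is upregulated past its threshold in *Atrx* KO MPCs. In sg6 the adjusted p was 0.0948 (edgeR's quasi-likelihood test, log2 fold change 1.85); the replicate block was the only alternative under which *Fabp4* passed in sg6 (adjusted p = 0.000449; 0.000449 to 0.794 over all alternatives). None of the other alternatives included the block, so they do not test the *Fabp4* call made with it. The paper states that *Etv1* and *Cd34* are decreased in both clones. For *Etv1* in sg5 the adjusted p was 0.117 and the log2 fold change −0.89. With the replicate block the adjusted p was 0.0263 and the log2 fold change −0.94 (adjusted p from 0.0263 to 1 over all alternatives). However, in the rRNA-depleted libraries *Etv1* passed in both clones, with log2 fold changes of −3.50 in sg5 and −1.91 in sg6. *Cd34* passed in neither clone there. The paper also reports lower *Etv1* in both KO lines by RT-qPCR. For *Cd34* in the polyA libraries of sg6 the adjusted p was 0.0796 and the log2 fold change −0.90. Among the alternatives the lowest adjusted p was 0.0558, and among the fits that leave out one library it was 0.0459. The paper calls ERVs the largest subset of upregulated TEs; all ERV families summed were the largest here as well, with 33 loci, but counted by family L1 was the largest with 25 loci against 13 for ERVK. Without a filter, the number of genes downregulated in both clones was 929, the paper's number, against 849 reported here.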

Other observations

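Of the tests below, those of random assignment of genes to chromosomes, of the correlation of chromosome-wide shifts with length and GC content, of the ERV share of loci that fell against loci that rose, of the interferon genes in the rRNA-depleted libraries, without single WT libraries and in other splits, and of random positions of neighbouring genes were chosen only after the result was seen.

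Other splits of the libraries were counted for each summary result. For results in both clones, splits of the 9 libraries into 3 groups that each hold every replicate number were used, and the real split was always among them. For polyA genes, 1 of 100 splits gave as many upregulated genes as the real one, and 1 of 100 as many downregulated genes. The 3 other splits that kept the WT libraries together gave 324 to 327 and 748 to 754 genes, so most of the count does not depend on which KO library belongs to which clone, and the 96 that mixed WT and KO libraries gave a median of 0 and at most 143 and 87. For TE loci, 1 of 40 splits gave as many upregulated and 1 as many downregulated loci. The 3 other splits that kept the WT libraries together gave 67 to 77 upregulated and 192 to 200 downregulated loci, against 101 and 263. Part of these counts thus depends on which KO library belongs to which clone. The mixed splits gave a median of 0 loci and at most 26 and 15. For TE families, 40 of 40 splits gave as many in either direction, because the real number was 0 (0 families at an unadjusted p under 0.05 as well). For gene sets, 60 of 100 splits gave at least the 2 sets of the real one, so the number of sets past the threshold cannot be told apart from an accidental grouping. For each clone against WT, only 1 of the 4 splits that part every same-numbered pair, the real one, gave as many genes or loci in each direction: upregulated and downregulated polyA genes and TE loci in sg5 and in sg6. With 4 splits this share cannot go below 0.05; the other 6 of the 10 splits gave 0.

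Whole chromosomes shifted in the same direction in both clones. In the polyA data, the median log2 fold change of genes on chromosome 18 was 0.42 in sg5 and 0.38 in sg6, on chromosome 12 it was 0.34 and 0.37, on chromosome 8 0.28 and 0.28, and on chromosome 14 0.24 and 0.23, while chromosome 11 had −0.25 and −0.15. The SD of the chromosome medians was 0.171, and the highest of 1000 random assignments of genes to chromosomes was 0.0269 (permutation p = 0.001, the smallest these draws can give). Leaving out every gene called in either clone lowered the SD by 5.59% (12434 genes). With thinning to equal depth the fall of the SD was −2.61%, which is a rise. Removing the trend with transcript length and GC content lowered it by 1.69%. Little trend was there to remove, with a Spearman rho across genes of 0.0414 for length and −0.0205 for GC content. Across chromosomes the medians had a Spearman rho of 0.436 with median length (p = 0.0560) and of −0.386 with median GC content (p = 0.0933), so a cause that acts on whole chromosomes through either is not excluded. The medians of the polyA and rRNA-depleted libraries had a Pearson r of 0.976 and a Spearman rho of 0.965 across 20 chromosomes (permutation p = 1e-05 for each, the smallest that 1e+05 resamples can give; r = 0.956 without the 2 chromosomes farthest from the median). On the 4 chromosomes with a median beyond 0.2 in both clones, 41 of 41 windows of 50 neighbouring genes (100%) had the chromosome's sign in both clones. These chromosomes were chosen for their shift, and windows of other chromosomes were not counted for comparison. The signs thus show that the shift runs along these chromosomes, and do not test its cause. A candidate explanation is a difference in copy number of whole chromosomes or long segments between the WT line and both clones. Whether it is related to *Atrx* was not tested. With a single WT line, a change in WT and a change shared by both clones cannot be told apart. When fold changes were centred on each chromosome's median, an alternative chosen after seeing the data, the number of polyA genes up in both clones was 299 and that of polyA genes down in both clones 825.

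Genes upregulated in both clones lay next to each other more often than random positions give. Of 318 placed on chromosomes, 30 pairs were neighbours, against a median of 8 and at most 19 in 1000 draws of as many genes per chromosome (permutation p = 0.001, the smallest these draws can give). Without pairs whose annotations overlap, 26 pairs remained against a median of 7 and at most 16 (permutation p = 0.001, again the smallest possible). Regional changes of expression may contribute to the upregulated set, but whether they follow chromatin or changes of DNA copy number was not tested.

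ERVs were over-represented among the TE loci that fell, and not only among those that rose. Loci matched to the fallen ones on average log2 CPM would hold 21.2% ERVs, and 39.5% were observed (95% Wilson interval 33.8% to 45.6%), so the level of ERV loci does not account for it. The ERV share of loci that rose (32.7%) did not differ from that of loci that fell (Fisher's exact test, p = 0.277). A hypothesis is that ERV loci are more variable between these lines in both directions, in place of being mainly de-repressed, and reads shared among near-identical copies could move counts between loci, which was not tested.

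Interferon response genes were lower in the clones. The camera adjusted p in sg6 was 0.000452 (median log2 fold change −1.09, 19 of 25 genes lower), and in sg5 it was 0.205 (median −0.50, 16 of 25 genes lower). In the rRNA-depleted libraries, the medians of the 19 genes tested were −0.54 in sg5 and −1.13 in sg6. With every library thinned to the smallest total, the adjusted p in sg6 was 0.000164, and without single WT libraries it was at most 0.00890 (0.000107 to 0.00890 over all 9 fits that each left out one library; 0.000427 to 0.974 over the alternatives, the highest with the correlation between genes estimated). For sg6, these tests go against depth, library preparation and a single WT library. In sg5 the camera adjusted p ran from 0.0218 to 0.834 over the 9 fits that each left out one library. However, 21 of 100 splits of the libraries gave as small a camera p for the lower interferon set in either clone. Of these, 20 were among the 96 that mixed WT and KO libraries. Mixed splits can keep part of a real difference. In 22 of the splits every group held one WT library, which leaves no difference between WT and KO, and 5 of these 22 also gave as small a camera p, the smallest 4.03e-09. The camera result in the polyA libraries thus cannot be told apart from an accidental grouping. Single genes were lower in the rRNA-depleted libraries as well, with every KO library below every WT library. In edgeR's quasi-likelihood test there, *Isg15* had log2 fold changes of −3.92 in sg5 (adjusted p = 0.000533) and −2.36 in sg6 (adjusted p = 0.00822). *Mx1* had at most 3 counts in every KO library there, so its fall is given as a lower bound, 8.65-fold in sg5 and 11.0-fold in sg6. These genes were not tested in other splits.

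The rRNA-depleted libraries also measured genes that the paper reports from the polyA libraries. *Etv1* had log2 fold changes of −3.50 in sg5 (adjusted p = 1.34e-05, edgeR's quasi-likelihood test) and −1.91 in sg6 (adjusted p = 0.000833), and *Pparg* 2.26 and 1.51. *Fabp4* had 3.25 (adjusted p = 0.00860) and 1.57 (adjusted p = 0.283) in the same test, and 3.19 (adjusted p = 0.000926) and 1.76 (adjusted p = 0.0497) with the replicate block, under which both passed. *Cd34* had −1.39 (adjusted p = 0.247) and −0.59 (adjusted p = 0.760) in the same test, and adjusted p values of 0.193 and 0.591 with the block. The block gave *Etv1* −3.48 and −1.93 and *Pparg* 2.26 and 1.55.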
